# Extracellular vesicle-mediated transfer of miRNA-1 from primary tumors represses the growth of distant metastases

**DOI:** 10.1038/s12276-024-01181-7

**Published:** 2024-03-27

**Authors:** Chae-Yi Kim, Kang-Hoon Lee, Keun Hong Son, Tae-Jin Shin, Je-Yoel Cho

**Keywords:** Breast cancer, Metastasis

## Abstract

Metastases originate from primary tumors and reach distant organs. Growing evidence suggests that metastases are under the control of primary tumors even outside the primary site; however, the mechanisms by which primary tumors remotely control metastases remain unclear. Here, we discovered a molecular mechanism by which primary tumors suppress metastatic growth. Interestingly, we found that extracellular vesicles (EVs) derived from the primary tumor can inhibit the growth of metastases both in vitro and in vivo. miR-1 was particularly enriched in primary tumor-derived EVs (pTDEs) and was found to be responsible for the suppression of metastatic growth. Mechanistically, intracellular reactive oxygen species (ROS) production and DNA damage were induced, which led to cell cycle arrest. Collectively, our data demonstrate that primary tumors restrict the growth of distant metastases via miR-1 in pTDEs and that miR-1 could potentially be used as an antimetastatic agent.

## Experimental and molecular medicine

Harnessing miR-1: A Potential Anticancer Drug to Combat Metastasis Cancer metastasis, or the movement of cancer cells from the initial tumor to other body parts, is a complicated process that we don’t fully comprehend. This research aimed to explore how the original tumors manage the growth of metastatic, or spreading, cancer cells. The scientists discovered that extracellular vesicles (EVs - tiny particles released by cells) produced by cancer stem cells in the original tumors can slow the growth of spreading cells. Specifically, these EVs carry a molecule named miR-1, which can cause DNA damage and cell cycle arrest in spreading cells, reducing their multiplication. The study also found that the amount of miR-1 in EVs increases with the advancement of breast cancer, suggesting its potential use for diagnosis and treatment. This study offers new understanding into how cancer spreads and suggests new possibilities for cancer treatment. This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Metastases that have migrated from primary tumors have three potential fates after settling in a secondary organ. First, they may undergo metastatic outgrowth; second, they may die via mechanisms involving immune cells or apoptosis; and finally, they may take on a dormant state; metastasis accounts for approximately 70% of cancer-related deaths^1,2^. Metastases that undergo outgrowth can be effectively targeted with antiproliferative drugs. However, targeting dormant cancer cells is a challenge, as clear treatment targets have not been defined^3^. Even after metastatic cells have migrated from the primary tumor and settled elsewhere, they remain under the control of the parental primary tumor. Primary tumors play dual roles: they promote the dissemination of metastatic cells from the primary site while also maintaining control of their behaviors^4–6^. Many studies have revealed how primary tumors influence the tumor microenvironment, thereby restraining metastatic growth through various dormant mechanisms, such as interfering with angiogenesis (angiogenic dormancy) or eliminating by immune cells (immunologic dormancy)^7–9^. One fundamental finding is that angiostatin and endostatin interrupt metastatic angiogenesis and lead to nutrient starvation^10,11^. Furthermore, primary tumors indirectly restrict metastasis by remodeling CD8+ cytotoxic T cells and macrophages to eliminate them^4,6,12^. Consequently, one pivotal factor contributing to the sudden increase in metastases after primary tumor treatment may be the lack of metastatic growth inhibition signals from the primary tumor.

Since the discovery of extracellular vesicles (EVs), cells have been known to deliver their signals to distance cells by wrapping such signals in a lipid bilayer^13^. EVs contain proteins, lipids, and nucleic acids. Research on the biological function of EVs in cancer has focused mainly on their role in tumorigenesis and the formation of the tumor microenvironment^14^, and there have been a few attempts to address the function of EVs as controllers of metastases^15–18^. Despite numerous studies on tumor-derived EVs (TDEs), there is no evidence showing the role of the primary TDEs (pTDEs) during metastasis.

In this study, we demonstrated that primary tumors use EVs to control metastatic growth. When small RNA sequencing was performed, miR-1 was found to be more abundant in pTDEs than in metastatic tumor-derived EVs (mTDEs). Additionally, we observed a reduction in the expression of miR-1 target genes in metastatic cancer cells treated with pTDEs. Moreover, we found that exosomal miR-1 acts as a key regulator of tumor inhibition and that engineered pTDEs with high levels of miR-1 markedly inhibited metastasis in both cell and mouse models. These findings highlight the role of miR-1 in pTDEs in metastastic growth inhibition.

## Materials and methods

### Cell culture

Six canine mammary gland adenocarcinoma cell lines (CHMp, CHMm, CIPp, CIPm, CTBp, and CTBm) were purchased from the N. Sasaki laboratory^19^ and grown in RPMI 1640 medium (HyClone, SH30027) supplemented with 10% fetal bovine serum (FBS; Gibco 1600044) and 50 μg/ml gentamicin (Sigma‒Aldrich, G1272). CHMp and CHMm cells were transfected with a firefly luciferase gene-expressing plasmid (Addgene #18964) using Lipofectamine 3000 reagent (Invitrogen, LM3000015). Culture medium containing geneticin (G418 sulfate) was used to select stably transfected cells (Gibco, 10131035). Twenty-four hours after transfection, the cells were supplemented with G418 (500 µg/ml) and maintained for one week to eliminate untransfected cells. Single cells were isolated from stable luciferase-expressing cells to establish a stable cell line and maintained with 250 µg/ml G418 for two weeks. Luciferase expression was confirmed with a luciferase assay. Human umbilical vein endothelial cells (HUVECs) were grown in endothelial cell basal medium-2 (EGM-2, Lonza, CC-3156) supplemented with EGM™-2 singleQuots® (Lonza, CC-4176). All cells were grown in a humidified incubator at 37 °C with 5% CO_2_ and confirmed to be negative for mycoplasma contamination.

### Mouse experiments

All mouse experiments were conducted in accordance with the Seoul National University Institutional Animal Care and Use Committee (IACUC) guidelines, and the animal protocol was approved (SNU-210323-1-2). Nude mice (CrTac:NCr-Foxn1nu) were kept in pathogen-free conditions and maintained under a 12 h light/dark cycle at a controlled room temperature (22 ± 2 °C). A metastasis model was generated in 5-week-old female nude mice following orthotopic injection of a total of 5 × 10^5^ luciferase-labeled CHMp and CHMm cells into the mammary fat pad, and resection surgery was performed 21 days postimplantation. Mice were anesthetized, and primary tumors were resected. Mice that underwent surgery were monitored for symptoms of pain and were sacrificed via inhalation of carbon dioxide (CO_2_). IVIS bioluminescence imaging was carried out during the formation of spontaneous lung metastases. All mice were randomized before injection of EVs and blindly selected before injection. For EV injection, all the treatments were administered via intravenous injection in a final volume of 150 µl. Mice were treated with EVs six times at two-day intervals. The experimental endpoint was established according to IACUC guidelines, and the maximal tumor volume was never exceeded.

### Extracellular vesicle isolation and labeling

EVs were purified from cells cultured under serum-free conditions using a combination of ultrafiltration and ultracentrifugation. The graphical method is illustrated in Supplementary Fig. 2a. The cells were grown to 80% confluence, washed two times with PBS and incubated in serum-free medium for 24 h. First, the cell culture supernatant was subjected to differential centrifugation to eliminate cells, dead cells, and cell debris and filtered sequentially with 0.45 and 0.22 μm filters. The filtered supernatant was concentrated using 10 K Amicon Ultra 15 Centrifugal Filter Units (Merck, UFC903024). The filtered units were sequentially centrifuged. The mixture was ultracentrifuged for 80 min and washed with PBS. An EV concentration of 0.1 µg/ml was used in all in vitro assays.

EVs were isolated from biological fluids using the following commercial kit: ExoQuick exosome precipitation solution (System Biosciences, SBI-EXOQ5A-1). The plasma and serum samples were centrifuged at 3000 × *g* for 15 min to remove cells and cell debris. ExoQuick was added to the supernatant at an appropriate volume and incubated for 30 min at 4 °C. Pelleted EVs were resuspended in Qiazol (Qiagen, 79306) for RNA isolation and in urea/SDS lysis buffer for protein isolation. The isolated EVs were stored at −80 °C for later use.

EVs were labeled with PKH67 lipophilic membrane dye (Sigma, MNI67-KIT) following the manufacturer’s instructions. In brief, isolated EVs were resuspended in 1 ml of Diluent C, after which 6 µl of PKH67 dye was added. The mixture was incubated for 5 min at room temperature and centrifuged at 100,000 × *g* for 80 min.

### Nanoparticle tracking analysis (NTA)

NTA was used to characterize the size and concentration of EVs from the cell culture supernatant and biological fluids using the NanoSight LM10 model (Malvern). The samples were diluted with PBS (0.22 µm filtered) and injected into the laser chamber. The data were analyzed by NTA v3.2 software.

### Transmission electron microscopy (TEM)

The morphology of the EVs was analyzed by TEM using a Talos L120C system (Czech). Briefly, the samples were stained with a negative staining method using 2% uranyl acetate. One drop of diluted EVs was dropped on a glow-discharged copper/carbon-coated grid. After 1 min, the grid was drained using filter paper, and one drop of 2% uranyl acetate was added. The staining solution was removed, and the samples were observed via TEM (120 kV).

### Small RNA sequencing and data analysis

The miRNA-seq library was prepared using the Small RNA Library Prep Kit (Nextflex) and sequenced as 100 bp or 150 bp paired-end reads on the Illumina HiSeq 3,000 and NovaSeq 6,000 platforms. To remove adapters with low-quality reads and extract miRNA-specific sequences, cutadapt was used with the following options: quality-base 33-u 4-m 22-M 30-f fastq-q 20-O 6-j 23-a adapter sequence. In this step, two different adapter sequences (TGGAATTCTCGGGTGC-CAAGG and GATCGTCGGACTGTAGAACTCTGAAC) were used for forward and reverse paired-end sequencing. Because trimmed reads are short (22–30 bp), forward and reverse reads in the same sample were merged into one fastq-formatted file. Before and after the trimming step, the quality of the sequenced reads was estimated using FastQC.

For known and novel miRNA analysis, the miRDeep2 package was used. Before analysis, the following two necessary files were prepared: (1) sequence files of mature and hairpin forms of dog miRNAs, which were downloaded from the miRbase database and extracted using the extract_miRNAs.pl script; and (2) indexed files from the dog reference genome (CanFam3.1) using Bowtie. First, all filtered read data were merged into one file for novel miRNA analysis. The merged data were converted to a collapsed FASTA-formatted file and aligned to the reference genome using the mapper.pl script with the options (-e -h -j -m -p). Second, novel miRNAs were identified using the miRDeep2.pl script. The identified mature and hairpin forms of novel miRNAs were extracted and combined with known forms of miRBase prepared previously. Finally, the expression values of known and novel miRNAs were calculated using the quantifier.pl script. The counts per million (CPM) values, which are scaled by the total number of reads, were used for further analysis. MiRDeep2 analysis provides a miRNA score ranging from -10 to 10; a higher score represents a genuine miRNA. We set a cutoff of 4 for strict identification of novel miRNAs. To estimate the reproducibility of the data between replicate samples, Pearson correlation values were calculated and visualized using the correlation function in R. For differentially expressed miRNA analysis, fold changes in expression and significance (P value) were calculated using the EdgeR package in R. With these calculated values, a volcano plot was generated through the ggplot package in R.

### miR-1 mimic transfection

Synthetic microRNA mimics were used to overexpress and overload microRNAs in cells and EVs. CHMm cells were transfected using the lipid carrier Lipofectamine RNAiMAX (Invitrogen, 13778150) following the manufacturer’s instructions. Fifty picomoles of miR-1 mimics were mixed with RNAiMAX reagent and then incubated for 15 min at RT. The miR-1 and RNAiMAX complexes were added to the cells, which were then incubated for 24 h at 37 °C in a CO_2_ incubator. EVs were transfected using 0.3 M CaCl_2_ following the modified CaCl_2_-mediated transfection method^20^. Forty micrograms of EVs was mixed with 100 pmole of miR-1 mimics in BPS supplemented with 0.3 M CaCl_2_ and incubated on ice for 30 min. Then, the mixture was heat-shocked at 42 °C for 60 s and incubated on ice for 5 min. Transfected EVs were isolated again by ultracentrifugation and washed with PBS.

### Clinical specimens

All study protocols and specimen collection steps were approved by the Institutional Review Board (IRB). The IRB was approved by the Seoul National University (IRB#SNU 16-10-063). Blood sample collections from 9 healthy controls and 31 breast cancer patients performed in accordance with established guidelines. Informed consent for specimen collection was obtained from all subjects, including both humans and dog guardians, when they were enrolled.

### Statistical analysis

The data represent the mean ± SEM. Statistical analysis was performed using Prism software (v.8.0.1, GraphPad Software). To assess the statistical significance of differences among multiple groups, 2-way ANOVA combined with Tukey’s honest significant difference (HSD) test was performed, and Student’s *t* test was performed for comparisons between CHMp and CHMm cells. Significant differences are indicated with different symbols (*P < 0.05, **P < 0.01, and ***P < 0.001) in each figure legend. The number of experimental repeats and the value of n are also indicated in the figure legends.

## Results

### EVs from primary tumors inhibit the growth of metastases

To investigate the role of pTDEs in controlling metastases, we used two types of metastatic models. The first model is the spontaneous recurrence model, in which metastases grow after surgical removal of the primary tumor. For the second model, cell lines of both primary and metastatic tumors established from the same spontaneous cancer patient were used. Since there is no pair of naturally occurring human breast cancer (HBC)-derived primary and metastatic tumor cell lines, we used cells derived from a canine mammary gland tumor (CMT), as this tumor type has recently been reported to have pathological and molecular aspects similar to those of HBC^21,22^. The pair of CMT cell lines (primary/metastatic, CHMp/CHMm) originated from the same patients. In contrast to previous studies on primary tumors and metastases, we used cell lines derived from the primary tumor and metastasis of a single subject to increase the accuracy of our analysis.

First, for the metastatic mouse model, we used surgical methods described by Piranlioglu et al.^6^. Primary tumors were surgically excised 21 days after CHMp cell injection (Supplementary Fig. 1a–c). After surgery, mice that underwent sham surgery exhibited cancer growth concentrated at the primary site rather than developing distant metastases (Supplementary Fig. 1d). In contrast, the majority of the mice were confirmed to be free of residual primary tumors and were injected with pTDEs or the control. pTDEs were isolated as described in the Materials and Methods section, and the purified EVs were cup-shaped and positive for TSG101 and Alix (Supplementary Fig. 2a–d). PKH67-labeled pTDEs were found to be highly enriched in disseminated tumors and primary tumors (Supplementary Fig. 3a). The injection schedule is depicted in Fig. 1a. Subsequently, the mice were divided into two groups: one group was regularly injected with pTDEs, and the other group was injected with PBS as a control. Bioluminescence imaging revealed little metastatic growth in the pTDE group compared to the control group on the 39th day (Fig. 1b, c; Supplementary Fig. 3b). Metastases occurred in 3 of the 4 control mice, but very minor signals were observed in 2 of the 5 mice injected with pTDEs (Fig. 1b, c). There were more metastatic nodules in the lungs of the control mice than in those of the pTDE-injected mice (Fig. 1d, e). In a mouse model, the removal of primary tumors was shown to promote the growth of metastatic cancers in the clinic^23–26^. By comparison with the negative control, we demonstrated that when pTDEs were injected into spontaneous metastases generated after the removal of the primary tumor, they exerted an inhibitory effect on tumor growth, even in metastases that were previously undetectable. Collectively, our data reveal the pivotal role of pTDEs in metastatic growth inhibition.

**Fig. 1:**
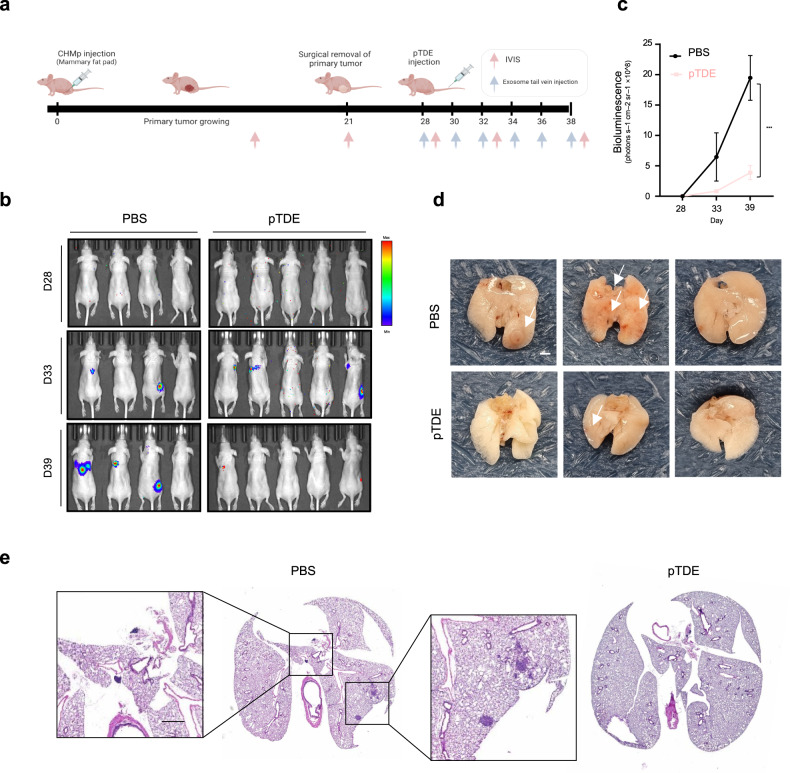
Primary tumor-derived EVs (pTDEs) restrict metastasis formation and growth. **a** Schematic illustration of the established experimental metastasis model. The mice were inoculated with CHMp cells into the mammary fat pad to produce a primary tumor on Day 0 (*n* = 20). On Day 21, the primary tumors were surgically removed. Seven days after surgery, PBS (*n* = 4) or pTDEs (*n* = 5) were administered to the mice. Mice were treated with PBS or pTDEs (10 µg/mouse) through the tail vein six times every two days. **b** Bioluminescence images of CHMp lung metastases after surgery for confirmation of residual primary tumor mass (at D28). D33 bioluminescence images were acquired from the mice treated with PBS or pTDEs three times, and D39 images were acquired six times at two-day intervals. For each group of daily images, four mouse images were acquired at four positions (dorsal, ventral, right lateral and left lateral) to capture every possible signal from the mice. **c** Graph showing the quantification of lung metastases in a mouse model of metastasis treated with PBS and pTDEs. Unpaired Student’s *t* test was used to compare groups. (***P < 0.001) **d** Representative images of lungs after PBS and pTDE treatment. Top: PBS-treated samples; bottom: pTDE-treated samples. Scale bar, 2 mm. **e** Representative H&E staining of lung tissue (4X) from the metastasis model. The left panel shows the PBS-treated mice, and the right panel shows the pTDE-treated mice. Magnified images: Scale bar, 1 mm. The results are presented as the mean ± SD (4–5 mice were used for each group). Figure 1a was created with BioRender.com.

### pTDEs autonomously suppress metastatic growth in direct and indirect manners

Since primary tumors affect metastatic cancer cells both directly and indirectly through immune cells and endothelial cells that constitute the tumor mass, we next examined the impact of treating cancer cells and endothelial cells with pTDEs. We used a second metastatic model in which CHMm (metastatic) cancer cells were treated with pTDEs or mTDEs as a control to rule out any influences resulting from changes in the process of EV purification. CHMm cells treated with pTDEs exhibited reduced viability and proliferation, whereas the viability and proliferation rates of CHMm cells treated with mTDEs were not significantly different from those of the PBS control group (Fig. 2a, b). Moreover, more pTDEs accumulated in the G2/M phase of the cell cycle in the pTDE treatment group than in the control group (Fig. 2c). Since the accumulation of cells in the G2/M phase can be caused by cellular stress, such as cell oxidation, DNA replication, and transcription^27,28^, we investigated whether pTDE treatment induces cell stress. Treatment with pTDEs caused a marked increase in intracellular ROS levels (Fig. 2d) and in the level of γ-H2A.X, a sensitive marker of damaged DNA (Fig. 2e, f). These results indicate that pTDEs induce an increase in intracellular reactive oxygen species (ROS) levels, genomic instability, and accumulation in the G2/M phase and suppress the growth of metastatic cells. However, this growth inhibition effect was not related to cell death or migration (Supplementary Fig. 4a–c).

**Fig. 2:**
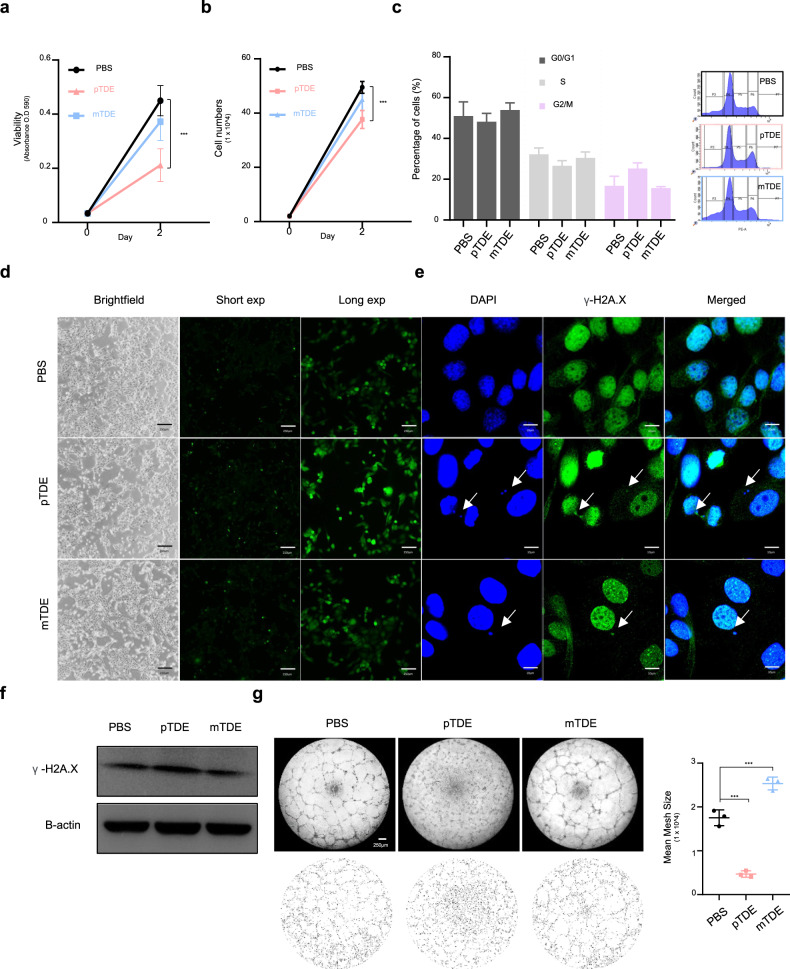
pTDEs induce cellular ROS generation, DNA damage, and G2/M arrest, resulting in the inhibition of proliferation in recipient cells. **a** Recipient cell viability after tumor-derived EV (TDE) treatment (0.1 µg/ml) was measured by MTT assays (*n* = 8). **b** The proliferation rate was manually measured by cell counting in the PBS and TDE treatment groups. pTDEs decreased cell viability and proliferation. **c** Cell cycle analysis of exosome-treated cells was performed using flow cytometry. pTDEs induced an increase in the proportion of cells in G2/M phase. **d** Representative images showing cellular ROS levels. Intracellular oxidative stress was measured with the fluorescent ROS probe 2,7-dichlorodihydrofluorescein diacetate (H2DCFDA). A brighter green fluorescence indicates high ROS. EV-treated cells were stained with H2DCFDA to measure intracellular ROS. Scale bar, 170 μm. **e** For measurement of damaged DNA, γ-H2A.X (green) and DAPI (blue) were stained in the EV-treated CHMm cells. The white arrow indicates damaged DNA, which colocalized with γ-H2A.X and DAPI. Scale bar, 10 μm. **f** Western blot for intracellular γ-H2A.X, γ-H2A.X increased with pTDE treatment. **g** Tube formation assays of HUVECs to detect the angiogenic potential of pTDEs. HUVECs were seeded on Matrigel, and the exosomes were treated for 24 h. Representative images showing that pTDEs inhibited tube formation compared with that of the controls. Bottom, microscopy images were analyzed by the ImageJ plugin Angiogenesis Analyzer. The quantification of the mean mesh size is presented as the mean ± SEM. Two-way ANOVA and Tukey’s HSD test were used to compare groups; **P < 0.01, ***P < 0.001, and ns not significant. The results are presented as the mean ± SD.

In contrast, pTDEs had a strong effect on the tube formation of endothelial cells (Fig. 2g). Human umbilical vein endothelial cells (HUVECs) incubated with pTDEs showed a 1.5-fold decrease in the area of meshes compared to that in the cells incubated with PBS, which formed regular tubes. These findings revealed that pTDEs inhibit metastasis through direct inhibition of metastatic tumor cell growth in mice and indirectly influence endothelial cells in the tumor microenvironment through the inhibition of angiogenesis.

### Primary tumor stem cell-derived EVs restrict metastatic growth

It is speculated that cells that disseminate from primary tumors and settle in distant locations are less likely to thrive in harsh environments if they lack stemness features^29–32^. Therefore, we examined the cancer stemness features of primary tumors to determine the inhibitory effect of these tumors on metastasis. Although many studies have investigated the effect of primary cancer stem cell-derived EVs on disseminated cancer cells (DTCs), no reports have clearly addressed the antitumor effects of these EVs. To further investigate how primary tumors control metastases, we compared the stemness features of primary and metastatic tumors (Supplementary Fig. 5a). The $${{CD}44}^{+}$$/$${{CD}24}^{-}$$ expression pattern, which is representative of breast cancer stem cells (CSCs), was observed for a greater percentage of CSCs in the primary tumor than in the metastatic tissue (Fig. 3a). In addition, other breast CSC characteristics, such as rapid cell proliferation, high aldehyde dehydrogenase (ALDH) enzyme activity, and mammosphere formation, were substantially enhanced in CHMp cells vs. in CHMm cells (Fig. 3b–d). The spheroids were fluorescently labeled with CD44 and CD24, and only the CSC populations could form spheroids (Fig. 3e). We further compared the CD44, CD24, and ALDH1A1 protein levels and the levels of CSC-related genes between CHMp and CHMm cells (Supplementary Fig. 5b, c and Supplementary Table 1); the assessed genes included CD44, ALDH, drug resistance-related ABC transporters, stemness factors, and epithelial–mesenchymal markers. Interestingly, compared with CHMm cells, CHMp cells had higher CD44, ALDH, and ABCG2 expression levels and higher levels of mesenchymal markers. Moreover, the CSC-rich CHMp cells formed larger and faster-growing tumors than did the CHMm cells and showed vast differences even when the same number of cells were inoculated (Fig. 3f–h and Supplementary Fig. 5d). All these data suggest that primary tumor CHMp cells have more CSCs than CHMm cells.

**Fig. 3:**
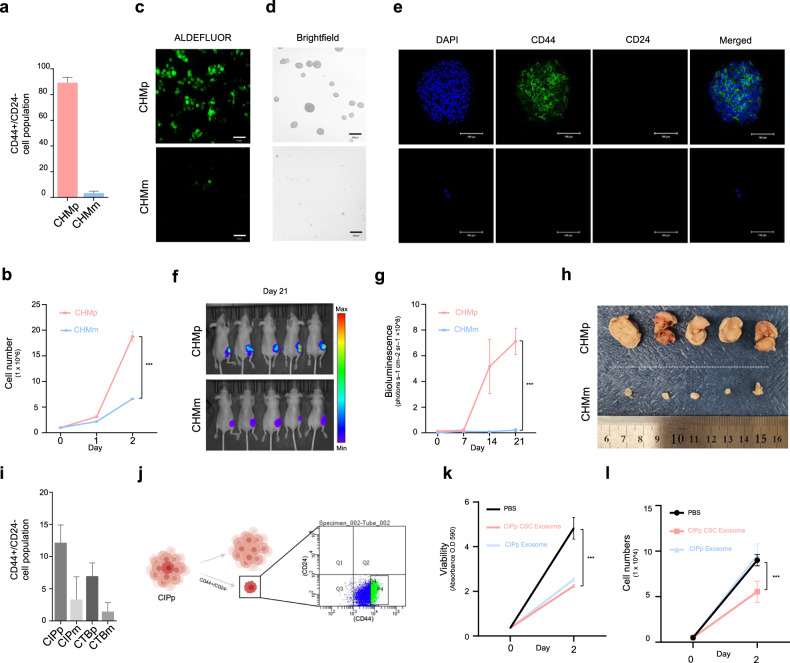
Cancer stemness contributes to the suppression of metastases. **a** CMT cell lines were stained with CD44 and CD24 antibodies and analyzed by flow cytometry. **b** Growth rates of the CHMp and CHMm cells. Cell proliferation was measured via manual cell counting. **c** ALDH activity was examined using an ALDEFLUOR assay in CHMp and CHMm cells. Fluorescence images were examined using a 40x objective lens; the scale bar indicates 130 μm. **d** Representative confocal microscopy images of mammospheres formed by CHMp and CHMm. Scale bar, 400 μm. **e** Mammospheres were stained with antibodies against the CSC markers CD44 (green) and CD24 (red). DAPI (blue) was used as a nuclear marker. Scale bar, 100 μm. **f** Whole-body IVIS bioluminescence images on Day 21. Mice were injected with equal numbers of CHMp (top) and CHMm (bottom) cells on the mammary fat pads (*n* = 5 per mouse group). **g** Graph showing the total flux of IVIS-treated mice used to measure their growth ability. The primary tumor volume was quantified once a week. **h** Picture of surgically removed CHMp (top) and CHMm (bottom) primary tumor masses. **i** Flow cytometry analysis of CMT cell lines with CD44 and CD24 antibodies. **j** Schematic illustration of the isolation of the CSC population (CD44+/CD24−) from the CIPp cell line. **k** An MTT assay was conducted to compare the viability of cells treated with CIPp exosomes and CIPp-CSC exosomes. **l** The proliferation rate of cells treated with PBS or exosomes was determined by manual cell counting. CIPp-CSC exosomes resulted in a greater decrease in the proliferation rate of CIPm cells than did CIPp exosomes. All the data are presented as the mean ± SEM. Experiments were performed in triplicate unless otherwise indicated. The statistical analysis is presented. **P < 0.01 and ***P < 0.001. ns not significant. The results are presented as the mean ± SD (5 mice were used for each group).

We further investigated whether primary tumors with stemness features produced distinct EVs that could exert an antimetastatic growth effect. We further used other primary and metastatic cells, CIPp and CIPm cells (Supplementary Fig. 5a), which exhibited fewer differences in CSC features (Fig. 3i). Notably, there was no significant difference in the expression of genes associated with ALDH or drug resistance- or stemness-related transcription factors except Nanog between CIPp and CIPm cells (Supplementary Fig. 5e). Thus, we sorted the population of $${{CD}44}^{+}$$/$${{CD}24}^{-}$$ cells, which we named CIPp-CSCs (Fig. 3j). EVs were isolated from the maintained CIPp-CSC portion and added to CIPm cells. CIPp-CSCs decreased cell viability (Fig. 3k) and inhibited proliferation (Fig. 3l). CIPp-CSC-derived EVs significantly suppressed metastatic cell proliferation compared with CIPp-derived EVs. These data confirmed that the growth-inhibitory effect of EVs derived from primary tumors is associated with the stemness of the CSCs that constitute the primary tumor. Therefore, we examined the cancer stemness features of primary tumors to determine the inhibitory effect of these tumors on metastasis. Analyses of cancer stemness features in the primary tumor cell lines CHMp and CIPp revealed that nearly 80% of CHMp cells present cancer stemness features ($${{CD}44}^{+}$$/$${{CD}24}^{-}$$/$${{ALDH}}^{{high}}$$); CIPp also has a greater proportion of cells presenting stemness features than its metastatic cell line, but the proportion is not as high. Moreover, EVs derived from the *CD*44^+^/*CD*24^−^ population of CIPp cells had markedly greater antitumor activity than EVs derived from the whole CIPp cell population, suggesting that this *CD*44^+^/*CD*24^−^ population is involved in the suppression of metastasis.

### miR-1 is enriched in pTDEs and suppresses target gene expression in recipient metastases

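Small RNA of EVs from 2 canine mammary carcinoma cell lines was sequenced, CHMp from a primary tumor (pTDEs) and CHMm from a metastasis (mTDEs), with 2 replicates per cell line. The authors trimmed the adapters, kept reads within the length range of miRNAs, merged the forward and reverse reads of each sample into 1 file and quantified known and miRDeep2-predicted canine miRNAs with miRDeep2 on the CanFam3.1 genome. Libraries were sequenced on HiSeq and NovaSeq instruments, and the paper's text does not name the instrument of each library. The deposited table has 673 rows, 508 for known miRNAs and 165 for predicted miRNAs, and holds whole numbers that the paper describes as CPM. Each library totaled about 1000000, but the low values were not evenly spaced, as reads scaled by a library total would be. They became evenly spaced after the conversion 2^(value/s) - 1, where s is a constant set so that the converted library totals 1000000. The constant s was 495 and 493 in pTDE replicates 1 and 2 and 487 and 426 in mTDE replicates 1 and 2. After the conversion, 100% of the values up to 20 steps lay within 0.1 step of a whole multiple of the step in every library. With s changed by 1.5% in either direction, no step was found in any library. The deposited values therefore have the form of log2(CPM + 1) multiplied by a constant of the library, and levels are given as the recovered CPM. The step, taken as 1 read, was worth 0.159 and 0.198 CPM in pTDE replicates 1 and 2, for 6296386 and 5053607 reads counted on the rows. It was worth 0.289 and 0.429 CPM in mTDE replicates 1 and 2, for 3457028 and 2330271 reads. Because the deposited values were rounded, whole reads can be recovered only up to 105 to 247 CPM, depending on the library. A miRNA listed at 0 was taken to lie under 3 reads, which is 0.476 and 0.594 CPM in the pTDE replicates and 0.868 and 1.29 CPM in the mTDE replicates. These limits cover counting error only, since amplified reads are not independent molecules. If both reads of a fragment were counted, 3 fragments correspond to 6 reads, and each lower bound on a fold given here becomes 0.5 of its value. Some rows above 0 share their values in all libraries with at least 1 other row and form 62 sets. In 23 sets the rows are copies of 1 miRNA number, such as cfa-mir-1-1 and cfa-mir-1-2, and cannot be told from each other by their values. The other 39 sets hold predicted miRNAs or rows of different miRNA numbers, which can also coincide at low reads. Differences between the cell lines were tested with limma on log2(CPM + 1), with Benjamini-Hochberg adjustment, over the 326 rows above 0 in both libraries of at least 1 cell line. A log2 fold change is pTDEs over mTDEs on this scale, which understates the change of miRNAs at low levels.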

To determine which factors play a role in the effects of pTDEs, we performed small RNA sequencing (sRNA-seq). The procedures for RNA acquisition and QC data from small RNA sequencing are described in Supplementary Fig. 6a–e.

We identified 307 and 249 miRNAs from pTDEs and mTDEs, respectively (Fig. 4a, b and Supplementary Table 2, 3). 

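Of the rows in the deposited table, 307 were above 0 in both pTDE libraries and 250 in both mTDE libraries. Known miRNAs made up 247 of the rows in pTDEs and 208 in mTDEs, and predicted miRNAs made up 60 and 42. Both cell lines shared 231 rows, 198 known and 33 predicted. A further 76 rows met the rule in pTDEs only, 49 known and 27 predicted, and 19 in mTDEs only, 10 known and 9 predicted. Of the 76 rows, 37 were at 0 in both mTDE libraries and 39 were above 0 in 1 of them. Of the 19 rows, 7 were at 0 in both pTDE libraries and 12 were above 0 in 1 of them. Single libraries had 342 and 347 rows above 0 in pTDE replicates 1 and 2 and 306 and 332 in mTDE replicates 1 and 2. In mTDEs the alternative that moved the number most was to count rows above 0 in at least 1 library, which gave 388 in mTDEs and 382 in pTDEs. By that count, known miRNAs were still more numerous in pTDEs, with 287 against 251, and predicted miRNAs were fewer, with 95 against 137. Both replicates shared 80.4% of those rows in pTDEs and 64.4% in mTDEs. Among predicted miRNAs the shared part was 63.2% in pTDEs and 30.7% in mTDEs. When every library was thinned to the read number of the shallowest, the median over 200 draws was 301 rows in pTDEs and 250 in mTDEs. In pTDEs a minimum of 10 CPM in both libraries moved the number most, to 205, against 206 in mTDEs.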

The term “miRNA involved in cell proliferation” was the top Gene Ontology (GO) term for the pTDE miRNAs (Supplementary Fig. 6f, top). The term ‘regulation of stem cells’ was the main enriched term for mTDE miRNAs (Supplementary Fig. 6f, bottom). Since one miRNA silences multiple genes, we investigated miRNA target genes using TargetScan and miRDB, which include reference genomes for dogs (Supplementary Table 4). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that the target genes of the pTDE miRNAs were related to cellular proliferation pathways, such as the cAMP, cGMP-PKG, PI3K-Akt and TNF signaling pathways (Supplementary Fig. 6g). Based on the GO and KEGG analyses, exosomal miRNAs might be the main factor mediating the inhibition of proliferation of metastases induced by pTDEs. Next, we identified the miRNAs that were differentially expressed in pTDEs and mTDEs. 

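Of the 326 rows tested with limma, 6 had an adjusted p-value under 0.05, all lower in pTDEs, and none was higher in pTDEs at that threshold. At an unadjusted p-value under 0.05, 33 rows were higher and 31 lower in pTDEs, where 16.3 in all would be expected by chance. Copies of 1 miRNA enter as separate rows. The criteria of Fig. 4c are an unadjusted p-value under 0.05 and a log2 fold change beyond 1 in size. With them, 33 rows were enriched in pTDEs and 30 in mTDEs. A fit with identical rows counted once gave 24 and 29. The alternative that moved the adjusted numbers most took the deposited whole numbers themselves as CPM, with 39 miRNAs enriched in pTDEs and 11 in mTDEs at an adjusted p-value under 0.05. Of the 6 miRNAs, 5 belong to the miR-200 family. cfa-mir-429 was listed at 0 in both pTDE libraries and reached 2620 ± 1235 CPM (SD, n = 2) in mTDEs, at least 4897-fold higher than the 3-read limit (adjusted p = 0.0096 from limma). cfa-mir-200b (861 ± 221 CPM, SD, n = 2), cfa-mir-200a (271 ± 13.7 CPM) and cfa-mir-141 (76.9 ± 1.1 CPM) in mTDEs were also listed at 0 in both pTDE libraries. cfa-mir-200c fell from 15336 ± 1034 CPM (SD, n = 2) in mTDEs to 10.7 ± 6.19 CPM in pTDEs, a log2 fold change of -10.46 (standard error 0.57, limma adjusted p = 0.0084). The call of cfa-mir-141 (limma adjusted p = 0.040) was lost with a pseudocount of 5 CPM, with all rows above 0 in any library, and with the replicate number as a block. The sixth, cfa-mir-205, is not labeled in Fig. 4c and had 4157 ± 1250 CPM in mTDEs and 25.6 ± 7.43 CPM in pTDEs. The miRNAs labeled in Fig. 4c correspond to 22 distinct rows, 11 higher and 11 lower in pTDEs. All but cfa_novel_35 passed the criteria of Fig. 4c, and 5 had an adjusted p-value under 0.05. The miRNA with the highest level in both cell lines, cfa-mir-21, overlapped between them. At 321862 ± 79786 CPM in pTDEs and 252583 ± 39313 CPM in mTDEs (SD, n = 2), it had a log2 fold change of 0.34 (standard error 0.37, limma adjusted p = 0.65).

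**Figure D1:**
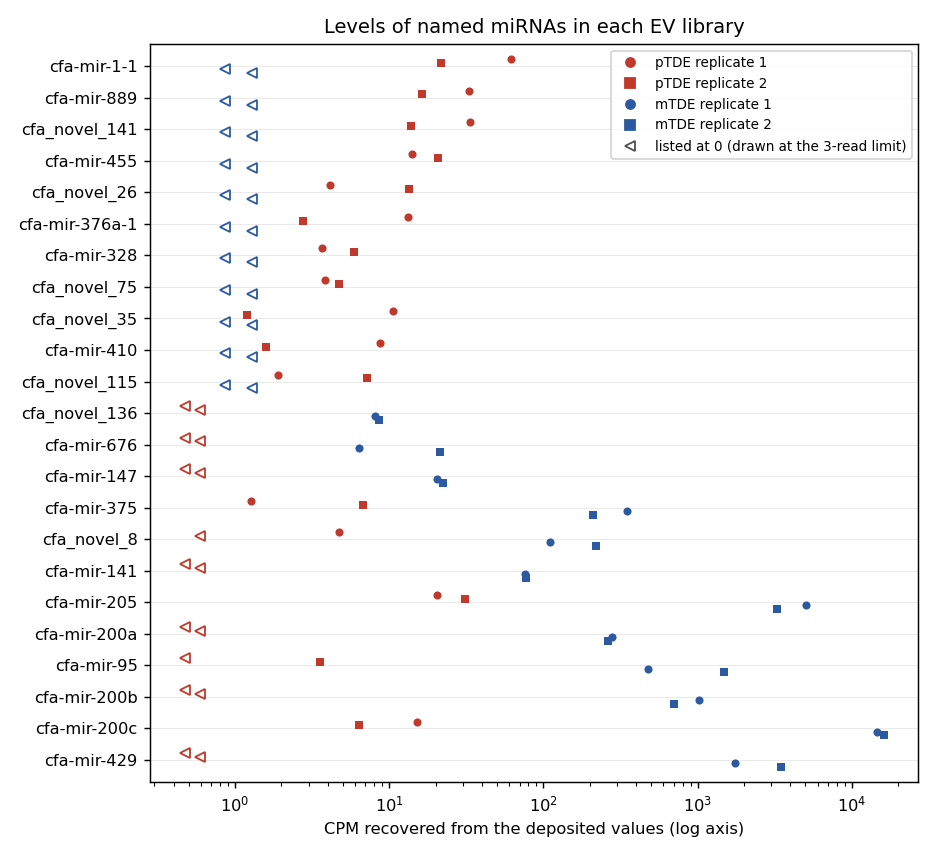
Recovered CPM (log axis) in each of the 4 EV libraries for the miRNAs labeled in Fig. 4c and for cfa-mir-205, ordered by log2 fold change. Filled points are single libraries and open triangles are libraries listed at 0, drawn at their 3-read limit; cfa-mir-205 lies at 5041 and 3273 CPM in mTDEs and at 20.3 and 30.8 CPM in pTDEs.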

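The rows cfa-mir-1-1 and cfa-mir-1-2 had the same values in every library and are reported as miR-1. miR-1 was at 61.6 CPM (388 reads) in pTDE replicate 1 and 21.8 CPM (110 reads) in pTDE replicate 2, a mean of 41.7 ± 28.2 CPM (SD, n = 2). It was listed at 0 in both mTDE libraries, so that its mean in pTDEs was at least 38.7-fold higher than the 3-read limit of the mTDE libraries. The bound was 20.2-fold without pTDE replicate 1 and 57.2-fold without pTDE replicate 2. With a limit of 6 reads it was 19.3-fold. The fitted log2 fold change was 5.24 (standard error 0.83, adjusted p = 0.055 from limma). It was the highest among the miRNAs higher in pTDEs in this fit and in 10 of 11 other fits, and ranked 5 with a pseudocount of 5 CPM, where cfa-mir-204 was highest at 4.30. By size, counting miRNAs lower in pTDEs as well, it ranked 10 of 326. Its size depends on the pseudocount, from 3.08 with 5 CPM to 8.52 with 0.1 CPM. Across the other fits the adjusted p-value ranged from 7.9e-05 to 0.23 and was under 0.05 in 6 of the 11. The lowest came from taking the deposited values, which have the form of log values, as CPM. Another of the 6 used a pseudocount of 0.1 CPM, less than 1 read in every library. These 2 settings enlarged the log2 fold change, to 11.32 and 8.52. With each library left out in turn the log2 fold change stayed between 4.51 and 5.97. By mean level, miR-1 ranked 164 among the 307 rows identified in pTDEs, at rank 153 in replicate 1 and 187 in replicate 2. The median over these rows was 52.9 CPM. The highest levels in pTDEs were those of cfa-mir-21, cfa-let-7a-2 (110413 ± 14993 CPM), cfa-let-7a-1 (109934 ± 14711 CPM, a copy whose reads the counting could share with cfa-let-7a-2), cfa-mir-30d (26873 ± 5850 CPM) and cfa-let-7f (26503 ± 1306 CPM; SD, n = 2 for each). Among the 25 distinct miRNAs above 3 reads in both pTDE libraries and at or under 3 reads in both mTDE libraries, miR-1 ranked 1 by mean CPM.

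**Figure D2:**
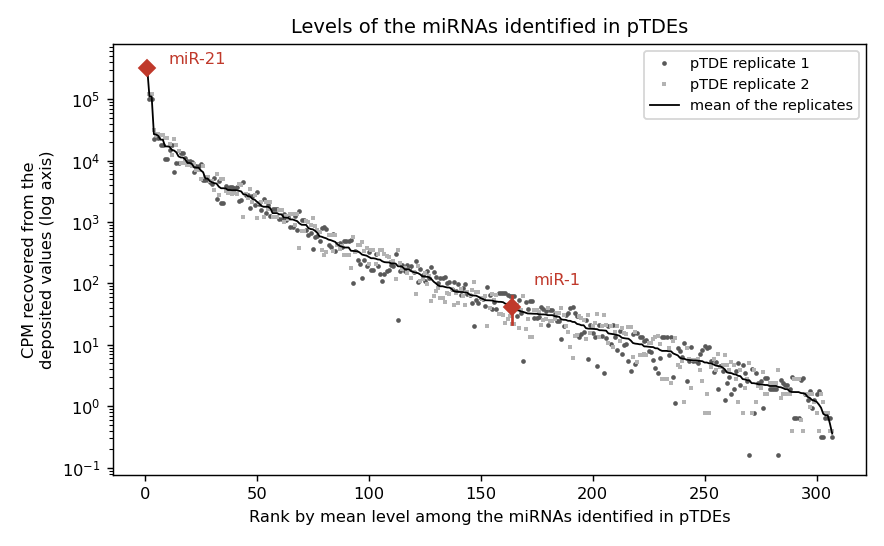
Recovered CPM (log axis) of the 307 rows identified in pTDEs against their rank by mean level; points are the replicates, the line is their mean, and red diamonds mark miR-21 at rank 1 and miR-1 at rank 164. The red bar through miR-1 joins its replicates at 21.8 and 61.6 CPM.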

Notably, among the miRNAs found in the pTDEs, cfa-miR-1-1 and -2 had the highest expression levels (Fig. 4c). In addition, from the miRNA–gene network analysis, miR-1 had the highest number of nodes among the miRNAs and the highest degree of miRNAs known to play a distinct role in tumor suppression (Fig. 4d).

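Supplementary Table 4, which lists target genes, opens with miR-1, followed by cfa-mir-889, cfa_novel_141, cfa-mir-455, cfa_novel_26, the cfa-mir-376a rows, cfa-mir-328, cfa_novel_75, cfa_novel_35 and cfa-mir-410. Each of these miRNAs was listed at 0 in both mTDE libraries. Relative to the 3-read limit, the level in pTDEs was at least 22.9-fold higher for cfa-mir-889, 21.8-fold for cfa_novel_141 and 16.0-fold for cfa-mir-455. The other 6 had smaller bounds, from at least 3.97-fold for cfa_novel_75 to at least 8.16-fold for cfa_novel_26, and 4 of these rest largely on 1 library. In pTDE replicates 1 and 2, cfa_novel_26 was at 4.13 and 13.5 CPM, cfa-mir-376a-1 at 13.2 and 2.77 CPM, cfa_novel_35 at 10.6 and 1.19 CPM and cfa-mir-410 at 8.73 and 1.58 CPM. Their bounds ranged from 1.10-fold for cfa_novel_35 without pTDE replicate 1 to 12.5-fold for cfa_novel_26 without pTDE replicate 1. In pTDE replicate 2, cfa_novel_35 lay under the 3-read limit of mTDE replicate 2. In pTDEs, cfa-mir-889 was at 24.6 ± 11.9 CPM, cfa_novel_141 at 23.5 ± 13.7 CPM and cfa-mir-455 at 17.3 ± 4.67 CPM (SD, n = 2). miR-1 was higher than each of them in both pTDE libraries, but in replicate 2 its 110 reads were close to the 104 of cfa-mir-455. Without pTDE replicate 1 the bounds of cfa-mir-889 and cfa_novel_141 fell to 15.1-fold and 12.9-fold. The log2 fold changes of these 3 were 4.60, 4.49 and 4.17, with adjusted p-values of 0.055, 0.056 and 0.054 from limma. The predicted miRNA cfa_novel_141 has the mature sequence aauauuauacagucaaccucu, and its precursor lies on chromosome 8 of CanFam3.1 from 69295122 to 69295178 on the plus strand, as Supplementary Table 3 gives it. cfa-mir-224, which Fig. 4d labels beside miR-1 and miR-328, was at 3.29 ± 0.735 CPM (SD, n = 2) in pTDEs and at or under 3 reads in both mTDE libraries. The paper states that miR-1 stood out by its expression and by its number of nodes, and next compared miR-1 between the cell lines by qPCR (Fig. 4e) and searched for its target genes (Fig. 4f).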

**Fig. 4:**
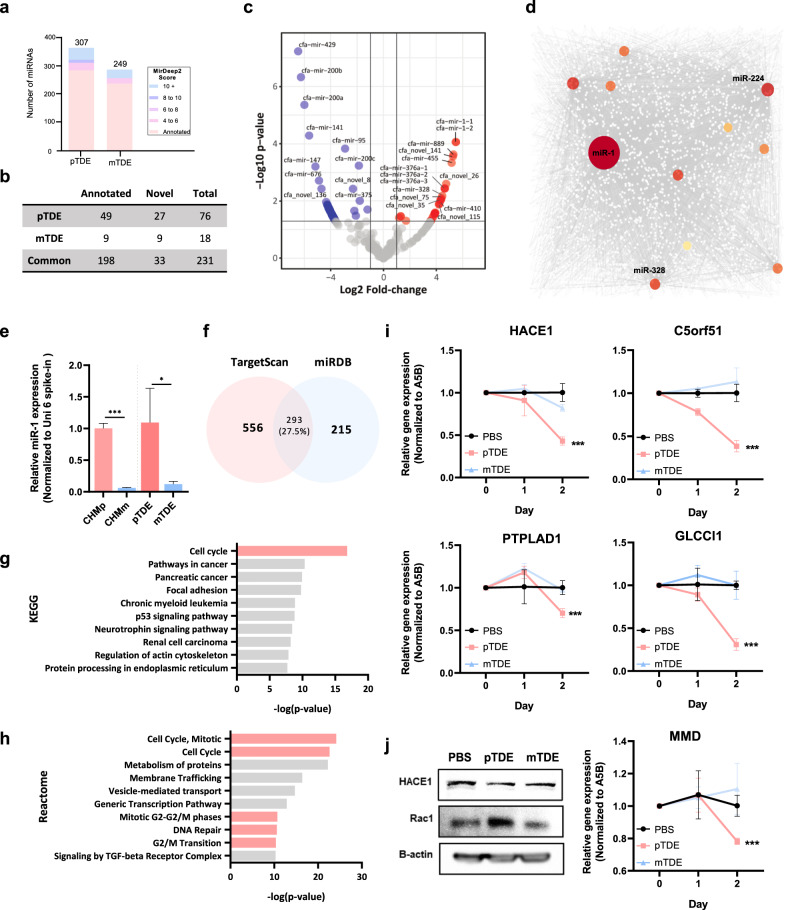
Small RNA sequencing revealed that miR-1 is enriched in pTDEs and that its network plays a critical role in cell cycle regulation. **a**, **b** Comparison of the identified miRNAs between pTDEs and mTDEs. **c** Volcano plot showing differentially expressed miRNAs between pTDEs and mTDEs. The red dots represent pTDE-enriched miRNAs, while the blue dots represent mTDE-enriched miRNAs. The gray dots represent miRNAs with -log10 (*p* value) and -log2 (fold change) values less than 1.3 and 1, respectively. **d** Network analysis of miRNAs and their target genes was conducted for the top ten pTDE miRNAs. The size of the colored dots indicates the number of genes regulated by the miRNA. miR-1 has the largest colored dots, which represent more interactions than others. **e** Comparison of miR-1 expression between CHMp and CHMm cells at the cellular level (left) and in exosomes (right). EVs were treated with RNase for 10 min at 37 °C to degrade contaminating EV-free miRNAs. Threshold cycle (Ct) values were normalized to Uni 6 Spike-in within the same cDNA concentration. **f** Identification of target genes of miR-1. TargetScan and miRDB were used to screen for miR-1 target genes in the dog database. A Venn diagram indicated that the TargetScan and miRDB datasets shared 293 genes. **g**, **h** KEGG and Reactome analyses of the top 100 genes identified via both TargetScan and miRDB. **i**, **j** Changes in the expression of potential target genes of miR-1 at the mRNA and protein levels. HACE1, C5orf51, PTPLAD1, GLCCI1, and MMD were decreased when pTDEs were administered. Ct values were used to normalize the levels of target genes to those of A5B, and the starting cDNA concentration was the same for all samples. The protein levels of HACE1 and the HACE1 target gene Rac1 were analyzed via Western blotting. The statistical analysis is presented. The error bars represent the means ± SEMs. Two-way ANOVA was used to compare groups. *P < 0.05, ***P < 0.001.

Interestingly, the difference in the expression pattern of miR-1 between RNase-treated pTDEs and mTDEs corresponded with the difference between CHMp and CHMm cells (Fig. 4e). We integrated two databases (TargetScan and miRDB) that can retrieve miR-1 target genes and sorted 293 common genes (Fig. 4f). KEGG and Reactome analyses of the miR-1 target genes revealed a significant association with the cell cycle (Fig. 4g, h). Next, we selected ten predicted miR-1 target genes (HACE1, C5orf51, PTPLAD1, GLCCI1, MMD, GJA1, THSB4X, SCAF11, WNK3, and SMIM14) and assessed whether they were affected by pTDEs via qRT‒PCR. The levels of HACE1, C5orf51, PTPLAD1, GLCCI1, and MMD were significantly decreased by pTDE treatment in CHMm cells (Fig. 4i). In contrast, the other five genes did not significantly change (Supplementary Fig. 7a). Treatment with pTDEs also reduced the protein level of HACE1, which subsequently resulted in an increase in the level of the Rac1 protein, a target of the HACE1 E3 ligase^33,34^ (Fig. 4j). The regulation of the miR-1-HACE1-Rac1 axis could help explain how pTDEs cause growth inhibition in recipient metastatic cells. Taken together, these findings indicate that miR-1 in pTDEs can reduce HACE1 levels in recipient cells and lead to the accumulation of Rac1, which increases ROS levels and subsequently induces cell cycle arrest after DNA damage, slowing cell proliferation. Overall, pTDEs from primary tumors express miR-1, which might have a role in the suppression of metastasis.

### pTDEs-miR-1 have an antimetastatic effect in an in vivo mouse model

To verify that the inhibition of metastatic growth by pTDEs is due to high levels of miR-1, we treated CHMm cells with miR-1 (Supplementary Fig. 8). Treatment with liposomes containing miR-1 dramatically decreased the expression of the six target genes of miR-1 (Supplementary Fig. 8a). Cell viability and growth were also significantly reduced in the group treated with miR-1 (Supplementary Fig. 8b, c). Additionally, similar to conventional pTDE treatment, miR-1 treatment increased the proportion of cells in the G2/M stage of the cell cycle (Supplementary Fig. 8d). Furthermore, similar to the effects of pTDEs, miR-1 increased intracellular ROS levels and genomic instability (Supplementary Fig. 8e, f). Finally, miR-1 increased the levels of γ-H2A and Rac1 and decreased the level of HACE1 (Supplementary Fig. 8g). Overall, similar to the effects of pTDEs, miR-1 induced genomic instability, promoted G2/M phase retention, and suppressed proliferation.

We then engineered pTDEs overloaded with miR-1 (pTDEs-miR-1); this process resulted in an approximately 500-fold increase in the miR-1 concentration compared to that in pTDEs (Fig. 5a). Compared with those of pTDEs, the properties of pTDEs-miR-1 were significantly enhanced; for example, target gene levels, cell viability, and cell growth were further decreased, and G2/M phase arrest, ROS accumulation, DNA damage, and dormancy were further promoted in the pTDE-miR-1-treated group compared to the pTDE-treated group (Fig. 5b–g and Supplementary Fig. 8h, i). These results demonstrated that primary tumor-mediated metastatic growth inhibition primary tumors by metastasis can be mediated by miR-1 present in pTDEs.

**Fig. 5:**
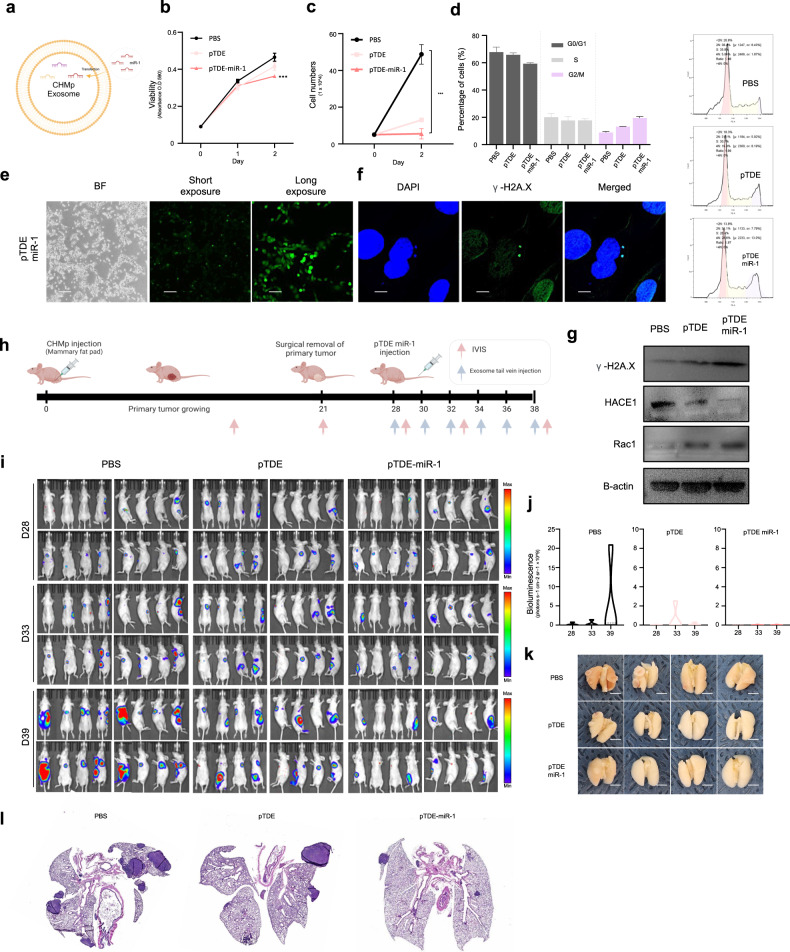
pTDEs-miR-1 had therapeutic effects in a mouse model. **a** Schematic illustration of miR-1 transfection into pTDEs. **b**–**d** Viability, proliferation and cell cycle assays were conducted in CHMm cells treated with PBS, pTDEs, or pTDEs-miR-1. Viability and proliferation were further decreased in cells treated with pTDEs-miR-1 compared with those treated with pTDEs. **d** Compared with those in the pTDE treatment group, the number of cells in the G2/M phase was further increased in the pTDE-miR-1 treatment group. (Left) Quantification of cell cycle progression in CHMm cells treated with PBS, pTDEs, or pTDEs-miR-1. (Right) Representative flow cytometry plot for each treatment group. **e** Representative images showing cellular ROS levels; brighter green fluorescence indicates high ROS. pTDE-miR-1-treated cells produced more ROS than did pTDE-treated cells. Scale bar, 170 μm. **f** For measuring damaged DNA, γ-H2A.X (green) and DAPI (blue) stains were used. The white arrow indicates damaged DNA, which colocalized with γ-H2A.X and DAPI. Scale bar, 10 μm. **g** Western blot for H2A.X and miR-1 target genes. Downregulation of HACE1 and upregulation of Rac1 were shown by Western blot analysis. **h** Schematic illustration of the established experimental mouse model and injection schedule. The mice were inoculated with CHMp cells into the mammary fat pad to produce a primary tumor. On Day 21, the primary tumors were surgically removed. Seven days after surgery, the mice were treated with PBS (*n* = 4), pTDEs (*n* = 4) or pTDEs-miR-1 (*n* = 4). **i** Bioluminescence images of lung metastases from mice after treatment with PBS, pTDEs, or pTDEs-miR-1 six times at two-day intervals. Bioluminescence images were obtained once a week. **j** Graph showing the quantification of lung metastases in mice treated with PBS, pTDEs, or pTDEs-miR-1. **k** Images of mouse lungs after PBS and pTDE treatment. Top: PBS-treated group; middle: pTDE-treated group; bottom: pTDE-miR-1-treated group. **l** Representative H&E staining of lung tissues from the metastasis model. Left two, PBS-treated group; middle two, pTDE-treated group; and right two, pTDE-miR-1-treated group (4X). The statistical analysis is presented. The error bars represent the means ± SEMs. Two-way ANOVA was used to compare groups. *P < 0.05, **P < 0.01, and ***P < 0.001. The results are presented as the mean ± SD (4 mice were used for each group). Figure 5a was created with BioRender.com.

Next, we examined the ability of pTDEs-miR-1 to inhibit metastatic growth in an animal model. As shown in Fig. 1, after removal of the primary tumor from the CMT mouse model, mice confirmed to have metastases in a secondary organ (lung) were grouped and treated with PBS, pTDEs, or pTDEs-miR-1. The injection schedule is depicted in Fig. 5h. As indicated by the radiance data, metastatic growth was dramatically suppressed in the pTDE group but was mostly suppressed in the pTDEs-miR-1 group compared to that in the PBS group (Fig. 5i, j). Lungs from the PBS-, pTDE-, and pTDE-miR-1-injected mice showed significant differences in metastatic nodule counts (Fig. 5k). Metastases were easily found in mouse lung tissues from the PBS group but scarcely found in those from the pTDE group, and the metastatic tumors were smaller in the pTDE group and much smaller in the pTDEs-miR-1 group than in the PBS group (Fig. 5l). Overall, these data strongly suggest that EVs derived from primary tumors and loaded with miR-1 can inhibit the formation and growth of metastases that have already formed in lung tissues.

### Blood exosomal miR-1 levels can be a diagnostic marker for metastases in clinical specimens

We then investigated whether exosomal miR-1 can be detected in the blood of individuals with CMT and HBC (Fig. 6a). Patient information is described in Supplementary Table 5. EVs were isolated from plasma and serum obtained from the patients and were found to be cup-shaped and less than 150 nm in size (Fig. 6b, c). We observed that the expression of exosomal miR-1 was greater in both CMT and HBC patients than in healthy controls; furthermore, the expression of exosomal miR-1 increased gradually with the progression of breast cancer (Fig. 6d, e). The largest amount of exosomal miR-1 was detected in the sera of Stage III patients, suggesting that primary tumors in locally advanced metastatic stages of breast cancer might generate an increased inhibitory signal from exosomal miR-1 to inhibit the growth of hidden metastases.

**Fig. 6:**
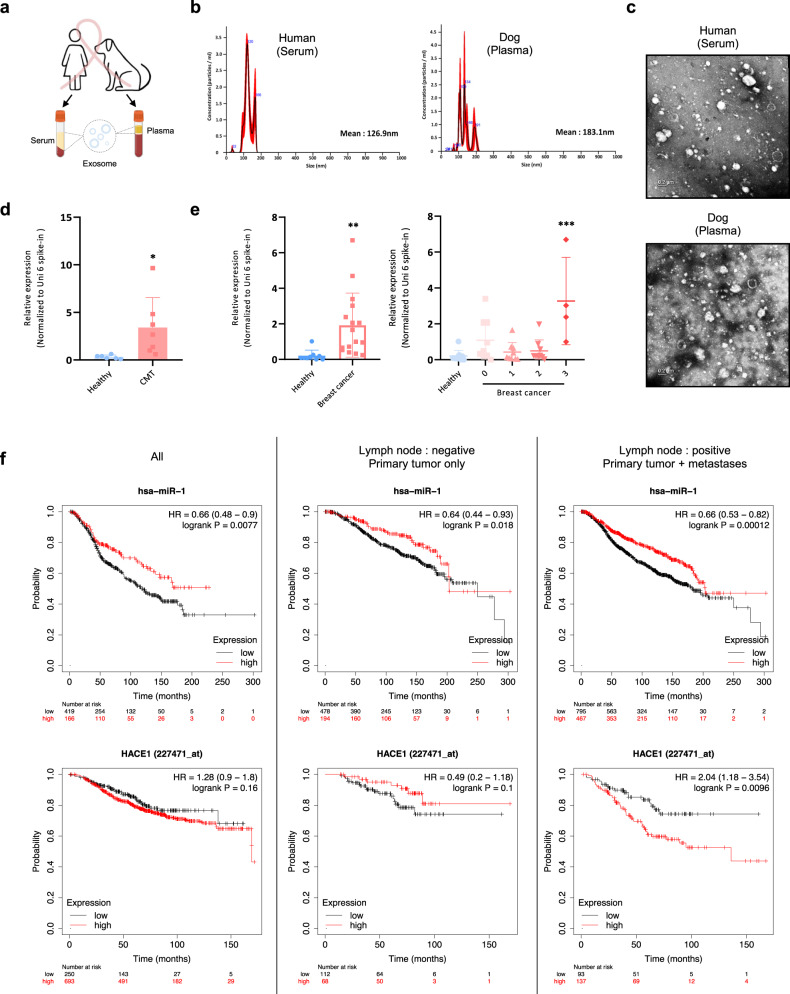
Exosomal miR-1 levels in biological fluids from dogs with mammary carcinoma and human breast cancer patients. **a** Schematic diagram of exosomes derived from human breast cancer patients and subjects with canine mammary carcinoma. **b** NTA was used to analyze the size of the exosomes. Size distribution of human serum-derived exosomes (left) and dog plasma-derived exosomes (right). **c** TEM image showing the external appearance of the exosomes. Top: human serum-derived exosomes. Bottom: dog plasma-derived exosomes. **d** The levels of miR-1 in the exosomes of dogs with canine mammary carcinoma (*n* = 7) and healthy controls (*n* = 6) were examined using qRT‒PCR and normalized to the Uni 6 spike-in as a control. **e** Expression levels of miR-1 in human breast cancer patients (*n* = 31) and healthy controls (*n* = 9) were examined using qRT‒PCR and normalized to the Uni 6 spike-in as the control. miR-1 was greater in breast cancer patients than in healthy controls, especially in late-stage (TNM stage III) patients compared to healthy controls. (stage 0: *n* = 9, stage I: *n* = 9, stage II: *n* = 9, stage III: *n* = 4) *P < 0.05, **P < 0.01, ***P < 0.001. **f** In silico Kaplan‒Meier analysis of breast cancer patients (http://kmplot.com/analysis/). OS curve comparing patients with high (red) and low (black) miRNA-1 expression. miR-1 (top) and HACE1 (bottom) expression in breast cancer patients with or without lymph node metastasis. Left: analysis of all patients. Middle: analysis of lymph node-negative patients. Right: analysis of lymph node-positive patients. Figure 6a was created with BioRender.com.

Next, we investigated the association between miR-1 expression and patient survival using Kaplan‒Meier plotter. We found that the high miR-1 expression group had better overall survival (OS) than the low miR-1 expression group for both lymph node-negative and lymph node-positive patients, as well as for all patients. High levels of miR-1 in tumor tissues may lead to high levels of exosomal miR-1 in the blood, which could result in further suppression of metastasis. However, the OS patterns depending on HACE1 expression differed between groups based on metastasis status, as high HACE1 expression was associated with worse OS only in the presence of metastasis (Fig. 6f). Overall, exosomal miR-1 is significantly increased in both human breast cancer and canine mammary tumors. Moreover, exosomal miR-1 levels increased with increasing tumor grade, indicating a potential association with the progression of metastasis.

## Discussion

One of the key questions regarding the mechanisms of metastasis is how the primary tumor controls the tumor cells that have disseminated from the primary site. Primary tumor-derived cells migrate to blood vessels to become circulating tumor cells (CTCs), invade blood vessels and enter several other organs. CTCs travel alone or in clusters and maintain a dormant state to evade immunosurveillance mediated by immune cells in the blood^35,36^. If these CTCs find a conducive environment, they exit circulation and establish a new site of residence. These disseminated cells settle and grow in preferred organs, a phenomenon known as organotropism. After arriving at a secondary site, DTCs emerge from dormancy and retain their stem cell properties to reinitiate tumor growth^37,38^. The emergence of clinically significant metastatic tumors is crucial because previously quiescent DTCs reactivate and regain stem cell-like properties that facilitate self-renewal and the potential for continued tumor growth^39^. However, the underlying mechanisms governing the transition between dormant and awakened states in these cells, including the factors that determine their ultimate fate at secondary sites, have not been fully elucidated. Recently, Borriello et al. showed that metastasizing tumor cells are kept in a dormant state at secondary sites in the lung by primary tumor-associated macrophages^4^. Primary tumors were reported to inhibit the growth of metastases by inducing apoptosis in DTCs directly or by regulating immune cells and endothelial cells in the tumor microenvironment^4,6,11,40–42^. Because primary tumors inhibit DTCs, when the primary tumor disappears, DTCs start to grow, regardless of where they are located, due to release from growth inhibition^43^. This finding is supported by the fact that early-stage surgical removal (on Day 4 after initial tumor implantation) of primary breast tumors in mice induces micrometastases in the lymph nodes because DTCs are present in these nodes at this stage^42^. Conversely, late-stage surgery (on Day 13) results in the formation of distant organ metastases, such as those in the lungs, as DTCs have sufficient time to disseminate and colonize these organs^44^. Therefore, surgical removal of primary tumors remains a controversial topic in the field of cancer research. While this treatment can improve patient survival and drug accessibility^45^, it can also promote the growth of metastases^46,47^. Here, we revealed that DTCs cannot grow in a dormant state because of the presence of EVs derived from primary tumors. We also showed that the absence of EVs due to the absence of a primary tumor allows the growth of DTCs, while primary tumor-derived EVs can inhibit the growth of DTCs, even exhibiting a therapeutic effect.

To demonstrate how primary tumors can inhibit the growth of metastases, we studied the fate of DTCs after the removal of primary tumors in an ideal model. The growth inhibition induced by pTDEs clearly suggested that the primary tumor induces antitumor effects to prevent the development of metastasis (Fig. 1). We demonstrated that this antitumor effect of EVs was caused by the accumulation of ROS and damaged DNA. However, DNA damage results in an increase in the percentage of cells in the G2/M phase of the cell cycle, leading to growth arrest. Next, we found that EVs in the tumor mass can exert effects similar to endostatin, which has been reported to be an antiangiogenic factor by Folkman^11^. Furthermore, pTDEs limit the metastatic outgrowth of DTCs by disrupting endothelial cell formation of capillary-like structures. Consistent with our findings, the clearance of tumor cells in the EV-injected mouse model was mediated by both slow-cycling tumor cells and antiangiogenic agents (Fig. 2). Other reports have indicated that primary tumors can induce antitumor immunity by priming T cells and macrophages^4,6^. Due to the immunodeficient nature of the mice used, we could not analyze the role of EVs in immunity. Further investigation is warranted to determine whether pTDEs behave similarly in immunocompetent mice.

To generalize the inhibitory effect of primary tumors, we examined the difference in stemness between primary tumors and metastases. Then, we confirmed the difference in miRNA composition within EVs between the two groups. EVs derived from *CD*44^*+*^*/CD*24^−^ populations of CIPp and CHMp cells have much greater antitumor activity than EVs derived from the whole CIPp cell population, suggesting that these *CD*44^+^/*CD*24^−^ populations are involved in the suppression of metastases (Fig. 3).

Analysis of exosomal miRNAs revealed that miRNA-1 is abundant in primary tumor-derived EVs and that overloading miR-1 in pTDEs significantly enhances their growth-inhibitory effect (Figs. 4–5). Consistent with previous reports that miR-1 inhibits tumor growth and metastasis^48^, miR-1 is a tumor-suppressive miRNA conserved in humans and dogs that inhibits growth and metastasis in patients with breast cancer^48^. Furthermore, our study showed that treatment with pTDEs resulted in decreased expression of HACE1, which is a target of miR-1. Decreased expression of HACE1 led to the accumulation of Rac1, which in turn elevated ROS levels and induced cell cycle arrest. These findings are consistent with previous studies showing that HACE1 controls ROS generation by catalyzing the ubiquitination of Rac1^33^. Taken together, these findings suggest that miR-1 is involved in the suppression of metastasis.

miR-1 expression in primary tumors is not confined solely to CMT, as evidenced by its detection in primary colorectal cancer samples obtained from human patients^49^. In human colorectal cancer cell lines, miR-1 expression was also greater in SW480 (primary tumor) cells than in SW620 (metastases) cells^50^. In addition, compared with SW620 cells, SW480 cells exhibit CD133^+^ stem-like characteristics^51^. Our findings in dogs provide a valuable basis for research in human patient-derived cell lines, given that miR-1 is conserved in both species. These consistent results between dogs and humans provide evidence of a relationship between primary tumors, CSCs, and miR-1. Notably, however, EVs contain not only miRNAs but also other nucleic acids, proteins, and lipids that might play roles in inhibiting metastases.

Next, we observed the intriguing potential of EVs to serve as biomarkers for both HBC and CMT owing to their ability to be detected in biological fluids. Notably, samples from subjects with HBC and CMT exhibited increased levels of exosomal miR-1, with a progressive increase observed in HBC patients with advancing TNM stage. We postulate that this difference may reflect the primary tumor’s augmented release of exosomal miR-1 upon DTC dissemination and colonization of distant organs. Furthermore, consistent with our clinical observations, we found that HACE1 gene expression was a predictor of inferior OS in patients with both primary tumors and metastases compared to patients with only primary tumors (Fig. 6).

Our study has several limitations. It is insufficient to make a generalize as we have only verified in canine mammary gland tumors without confirming it in various types of cancers. While we observed changes in the HACE1/Rac1 pathway upon miR-1 enrichment, we did not elucidate the direct molecular pathway responsible for the observed decrease in proliferation. Additionally, we did not clarify how the abundance of CSCs in primary tumors affects growth inhibition. In future studies, we plan to address these limitations by including other primary tumor and metastatic cell lines for comparison and conducting additional in-depth research to elucidate the role of exosomal miR-1. Nevertheless, our research has initiated a new era of exploration into the inhibitory effect of EVs originating from primary tumors on metastasis, laying the foundation for future studies in this field.

In summary, we have provided the first evidence that EVs secreted by CSCs in primary tumors can impede metastatic growth. Moreover, our investigations provide a molecular basis for the EV-mediated suppression of DTC proliferation. Specifically, pTDEs harboring miR-1 exert dual effects: they induce ROS-mediated genomic instability and cell cycle arrest in metastatic cells while also impeding angiogenesis in nearby endothelial cells. Furthermore, our findings highlight that the most crucial factor in inhibiting metastatic growth is miR-1, which, when overexpressed in pTDEs, has therapeutic potential. Additionally, the increase in exosomal miR-1 levels in the serum with the progression of breast cancer suggests its potential use as both a diagnostic marker and a therapeutic agent.

### Supplementary information

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

## Data Availability

All the raw and processed exosomal miRNA-seq data for the CHMp and CHMm cell lines and their biological replicates generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE213969.

# Supplementary material for: Extracellular vesicle-mediated transfer of miRNA-1 from primary tumors represses the growth of distant metastases
**Source:** Exp Mol Med. 2024 Mar 27;56(3):734–46. doi: 10.1038/s12276-024-01181-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Supplementary methods**

**Supplementary Figure 1. Establishment of a metastasis mouse model**

**Supplementary Figure 2. Isolation and characterization of EVs**

**Supplementary Figure 3. EV injection to metastasis model**

**Supplementary Figure 4. pTDEs are not related to apoptosis or cell mobility**

**Supplementary Figure 5. Primary tumor cell possesses more cancer stemness than metastases**

**Supplementary Figure 6. Small RNA sequencing of primary and metastasis-derived EVs**

**Supplementary Figure 7. Expression profiles of miR-1 target genes**

**Supplementary Figure 8. miR-1 transfection into CHMm cells and pTDEs**

**Supplementary Table 1. Information of the PCR primers and antibodies used**

**Supplementary Table 2. Identified EV miRNA lists**

**Supplementary Table 3. Identified novel miRNA lists**

**Supplementary Table 4. miRNA-mRNA interaction gene lists**

**Supplementary Table 5. Dog MGT and human BC patient information**

## **Supplementary methods**

### **Flow cytometry**

Flow cytometry was performed to determine cancer stem cell populations in six canine mammary carcinoma cell lines. FACS analysis was performed as previously reported in our laboratory <sup>1</sup>. Briefly, single cells were suspended and fixed in cell staining buffer (BioLegend). Cells were incubated with the manufacturer's recommended concentrations of CD44 (PE, Biolegend, 338807) and CD24 (APC, Biolegend, 311117) antibodies on ice for 20 min in the dark. Next, the cells were washed twice, and the cell pellet was resuspended in 0.3 ml of cell staining buffer. For cell cycle analysis, cells were resuspended and fixed with 70% EtOH. Before analysis, fixed cells were stained with a mixture of 50 µg/ml propidium iodide (Sigma–Aldrich, P4864), 0.1 mg/ml RNase A (Invitrogen, 12091021), and 0.05% Triton X 100 (Sigma–Aldrich, 93443) in PBS for 30 min at 37 °C. For apoptosis detection, the FITC Annexin V Apoptosis Detection kit with PI was used (Biolegend, 640932). Stained cells were protected from light and kept on ice before flow cytometric and fluorescence-activated cell sorting (FACS). Flow cytometry was performed on a BD Biosciences FACS Aria II installed at the National Center for Inter-University Research Facilities (NCIRF) at Seoul National University.

### **RNA isolation and qRT–PCR**

RNA isolation and real-time quantitative RT–PCR were performed as previously described <sup>2</sup>. Briefly, total RNA was isolated from cells using TRIzol™ reagent (Invitrogen, 15596026) according to the manufacturer's instructions. For cDNA synthesis, 2 µg of RNA was carried out using 5X cDNA Synthesis Master Mix (CellSafe, CDS-200). Exosomal miRNA was isolated using the miRNeasy kit (Qiagen, 217084), and the miRCURY LNA RT kit (Qiagen, 339340) was used for cDNA synthesis according to the manufacturer's instructions. Exosomes were lysed by Qiazol, 10 ng of RNA was prepared for reverse transcription, and UniSp6 RNA spike-in was used as an internal control. Real-time PCR was carried out

using CFX Connect (Bio-Rad). We used the endogenous control A5B for cell-derived RNA and the UniSp6 spike-in control for miRNA. Primers and T<sub>m</sub> for PCR are shown in Supplementary Table 1.

### **MTT assay**

The MTT assay was performed as previously reported <sup>3</sup>. In brief, exosome-treated cells were washed with PBS and incubated with 5 mg/ml MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) solution (Invitrogen, M6494). After 1 hr at 37 °C incubation, the medium was removed carefully and washed once with PBS. Formazan crystals were dissolved in 200 µl of DMSO. Then, 100 µl of medium from each well was measured for light absorbance at 570 nm using an absorbance microplate reader (BioTek).

### **ALDEFLUOR assay**

The ALDEFLUOR assay was performed to quantify ALDH activity in cells using an ALDEFLUOR kit (Stemcell Technologies, 01700) according to the manufacturer's instructions. The fluorescent substrate of ALDH, BODIPY-aminoacetaldehyde (BAAA), is converted into green fluorescence BODIPY-amino acetate (BAA) by ALDH, which is examined through a fluorescence microscope. CHMp and CHMm cells were incubated with 10 µl of activated ALDEFLUOR for 1 hr. The cells were washed with PBS and observed under a fluorescence microscope (Echo).

### **Mammosphere formation assay**

CHMp and CHMm cells were seeded onto a 30 cm<sup>2</sup> petri dish for low attachment at 5,000 single cells. Mammosphere formation consisted of serum-free DMEM-F12 (HyClone, SH30261.01) supplemented with 1X B27 (Gibco, 17504044), 20 ng/ml recombinant epidermal growth factor (EGF; Invitrogen, PHG0311), 10 ng/ml recombinant basic fibroblast growth factor (bFGF; Peprotech, 100-18B) and 100 U/ml penicillin–streptomycin (Gibco, 15140-163). Cells were grown for seven days in a humidified incubator at 37 °C with

5% CO<sub>2</sub>. The mammospheres were evaluated by counting the number and size of spheres under bright field microscopy (Echo).

### **Transwell assay**

Cell migration and invasion were analyzed using an 8.0- $\mu$ m-pore polycarbonate membrane inserted in Transwell cell culture chambers (Corning, 3428) as previously reported by our laboratory <sup>4</sup>. Cells ( $0.5 \times 10^5$ ) and exosomes were seeded into the upper chamber in serum-free RPMI, and 750  $\mu$ l of RPMI with 10% exosome-depleted FBS was added to the lower compartment. For the migration assay, the plate was incubated at 37 °C for 24 h. Unlike the migration assay, 100  $\mu$ l of diluted Matrigel (1 mg/ml, Corning)-coated upper chamber was used and incubated at 37 °C for 48 hr for the invasion assay. After the incubation period, the insert was removed, and the cells were fixed with 4% PFA for 2 min. Next, fixed cells at the insert membrane were permeabilized by incubation with ice-cold methanol for 10 min. The insert was washed twice with PBS and stained with 5% crystal violet for 10 min at room temperature. Cells in the upper chamber of the insert were gently washed with PBS several times to remove excess dye. Cells on the upper surface of the microporous membrane were removed with a cotton swab, and pictures were taken under an optical microscope.

### **Tube formation assay**

To determine whether exosomes inhibit angiogenesis, a tube formation assay was performed as previously reported <sup>3</sup>. Briefly, HUVECs were maintained with EBM™-2 Endothelial Cell Growth Basal Medium (Lonza, CC-3156) supplemented with 10% fetal bovine serum (FBS; Gibco, 1600044) and EGM™-2 Endothelial SingleQuots™ Kit (Lonza, CC-4176). HUVECs and exosomes were seeded together with EBM supplemented with 10% exosome-depleted FBS and EGM-SingleQuots for 24 h. After the incubation period, the cells were fixed with 4% paraformaldehyde and photographed under an optical microscope. The tube mesh size was measured using an ImageJ-angiogenesis analyzer and quantified from three microscopic

fields.

### **Intracellular ROS measurement**

To measure cellular ROS levels, exosome-treated cells were washed with PBS and incubated with 100  $\mu$ M 2',7'-dichlorodihydrofluorescein diacetate (H2DCFDA)-containing exosome-free medium for 1 hour at 37 °C. Cellular ROS converted H2DCFDA to green fluorescent 2',7'-dichlorofluorescein (DCF). After incubation, the medium was removed, cells were washed with PBS, and green fluorescence was observed under a fluorescence microscope.

### **Immunofluorescence staining and confocal analysis**

Exosome-treated cells were fixed with 4% paraformaldehyde for 10 min at RT, washed with PBS twice, incubated with 0.1% Triton X-100 in PBS for 10 min at RT for permeabilization and blocked with 5% BSA in PBS for 1 hr. Then, the cells were incubated with primary  $\gamma$ -H2A.X antibody (Abcam, ab11174) for 16 h at 4 °C, followed by incubation with fluorescently labeled secondary antibody (Abcam, ab150077). Fluorescence images were acquired using a confocal laser scanning microscope (Carl Zeiss) at NCIRF in Seoul National University.

### **Immunoblot analysis**

Immunoblot analysis was performed as previously reported<sup>5</sup>. Briefly, cells and exosomes were lysed in RIPA buffer with a protease inhibitor cocktail. The primary antibodies used in this study were CD44 (Abcam, 1:2,500), CD24 (Abcam, 1:2,000), ALDH1A1 (Abcam, 1:2,500),  $\beta$ -Actin (1:5,000), TSG101 (Abcam, 1:2,000), Alix (Abcam 1:2,000), p38 & pp38 (Cell Signaling Technology, 1:2,000), p44/42&pp44/42 (Cell Signaling Technology, 1:2,000), HACE1 (Abcam, 1:2,000), Rac1 (Merck, 1:2,500) and  $\gamma$ -H2A.X (Abcam, 1:3,000) antibody. Except  $\gamma$ -H2A.X, phosphor-p38 and p44/42 antibodies, 5% skim milk was used for blocking. BSA (5%) was used for  $\gamma$ -H2A.X, phosphor-p38 and p44/42 antibodies for

blocking. Chemiluminescent signals in blots were visualized using an enhanced chemiluminescent system (BIOMAX, BWP0200). Detailed information on the antibodies used is shown in Supplementary Table 1.

## References

1. Cho, H.-M. *et al.* Transplantation of hMSCs genome edited with LEF1 improves cardio-protective effects in myocardial infarction. *Molecular Therapy-Nucleic Acids* **19**, 1186-1197 (2020).
2. Lee, D., Lee, K.-H., Kim, D.W., Yoon, S. & Cho, J.-Y. CXCL5 inhibits excessive oxidative stress by regulating white adipocyte differentiation. *Redox Biology*, 102359 (2022).
3. Chang, H.-K. *et al.* Inducible HGF-secreting human umbilical cord blood-derived MSCs produced via TALEN-mediated genome editing promoted angiogenesis. *Molecular Therapy* **24**, 1644-1654 (2016).
4. Kim, D.W. & Cho, J.-Y. NQO1 is required for  $\beta$ -lapachone-mediated downregulation of breast-cancer stem-cell activity. *International Journal of Molecular Sciences* **19**, 3813 (2018).
5. Jeon, S.A., Kim, D.W. & Cho, J.Y. Neural precursor cell-expressed, developmentally down-regulated 4 (NEDD4) regulates hydrogen peroxide-induced cell proliferation and death through inhibition of Hippo signaling. *The FASEB Journal* **33**, 14772-14783 (2019).

## Supplementary Figure

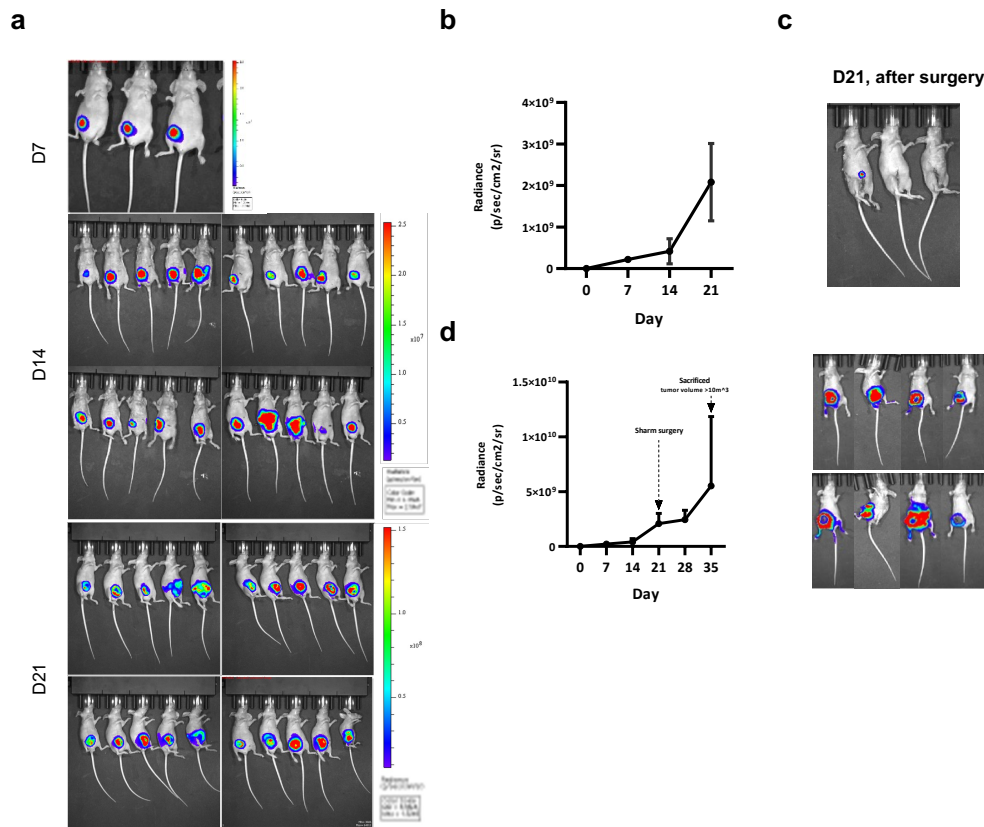

**Supplementary Figure 1. Establishment of a metastasis mouse model.** (a) Sequential bioluminescence images of the primary tumor growing nude mouse from day 14 to 21 using IVIS. (b) Bioluminescent intensity was analyzed using the IVIS imaging system. Over time, an increase in total flux intensity indicates growth of the primary tumor (imaged once a week, n=20). (c) Immediately after surgery, we confirmed that the primary tumors were not visible by IVIS, nor were metastases in secondary organs, such as the frequently metastasized lung. Representative bioluminescence images of primary tumor surgically resected mice. D21 bioluminescence images were acquired immediately after surgery. Left: primary tumor resident mouse, Middle & Right: primary tumor completely resected mouse. (d) Quantification of bioluminescence intensity and representative images of the sham group represent tumor growth (n=4). The dashed arrow indicates the day of surgery. Top : Day 28, Bottom : Day 35.

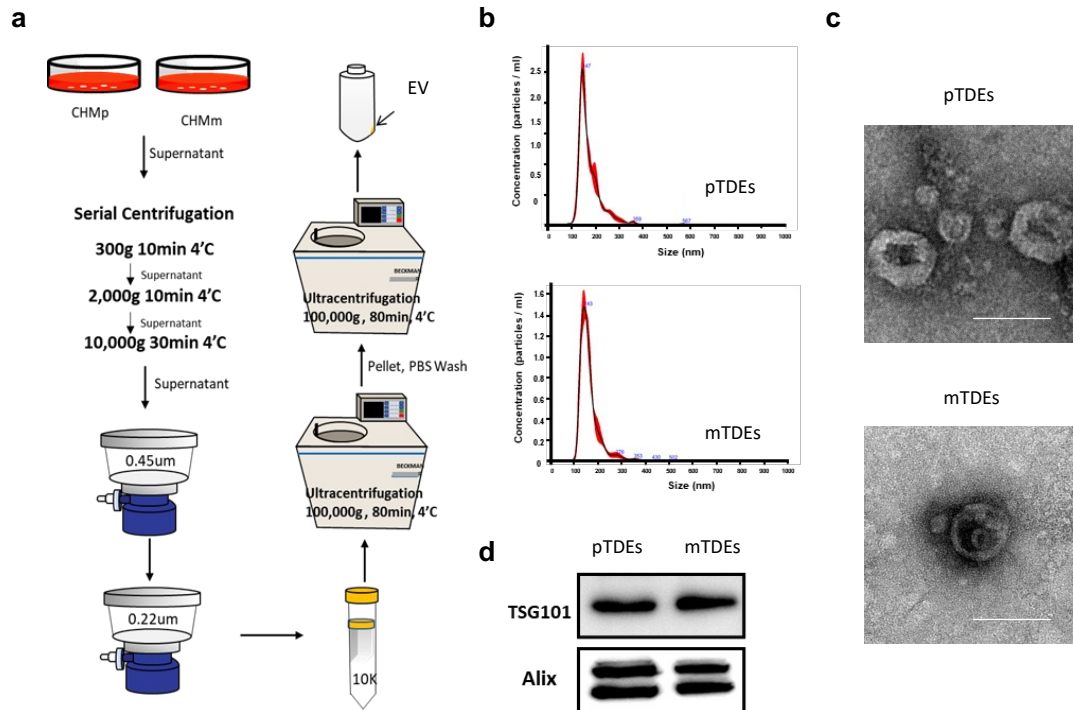

**Supplementary Figure 2. Isolation and characterization of EVs.** (a) Schematic illustration of EV isolation. Differential centrifugation, ultracentrifugation, and another ultracentrifugation were performed sequentially. (b) Nanoparticle tracking analysis (NTA) was used to analyze the size of EVs. Size distribution of pTDEs (top) and mTDEs (bottom). (c) Transmission electron microscopy (TEM) showed the external appearance of EVs. Top: pTDEs, Bottom: mDTES. Scale bar = 100 nm. The white arrows indicate cup-shaped EVs. (d) EV markers TSG101 and Alix were identified by Western blot.

**a**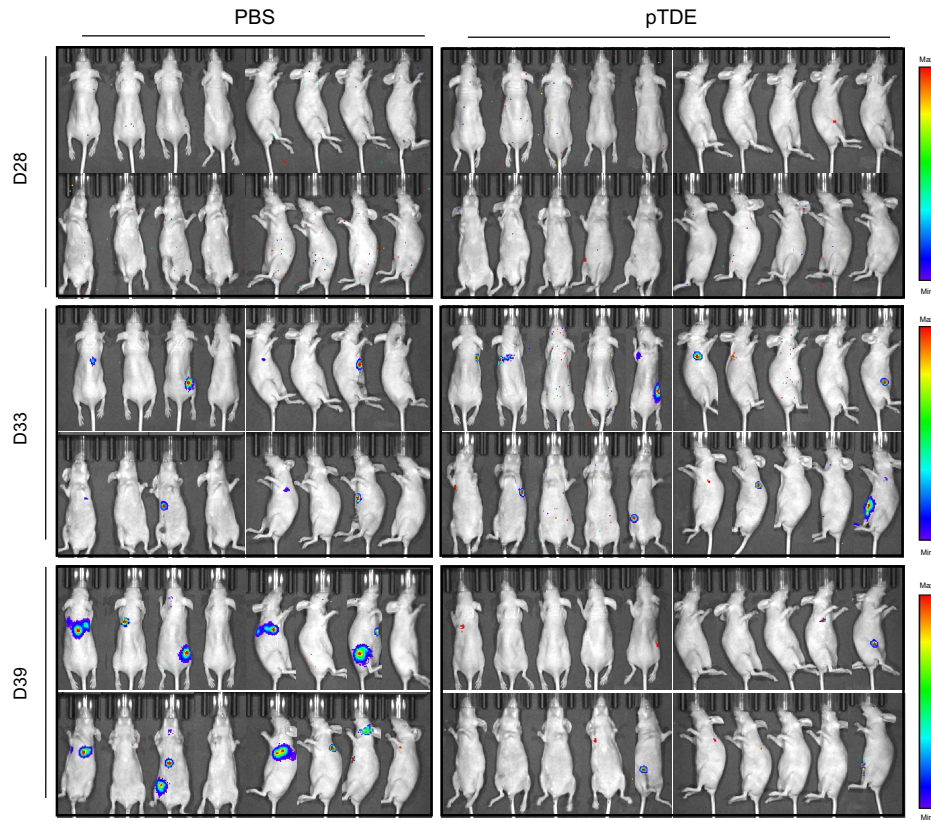**b**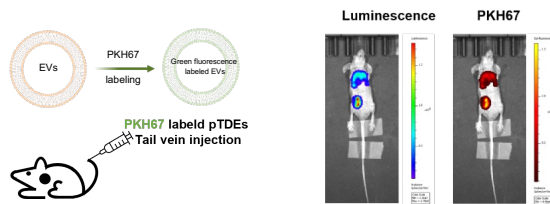

**Supplementary Figure 3. EV injection to metastasis model. (a)** Establishment of the PKH67-labeled EVs injection model. PKH67-labeled EVs were inoculated into mice via the tail vein and monitored by IVIS imaging. PKH67-labeled EVs accumulated at the primary site and metastases 48 h after injection. **(b)** Bioluminescence images of D28, D33 and D39. For each group of daily images, four mouse images were acquired at four positions (dorsal, ventral, right lateral and left lateral) to capture every possible signal from the mice.

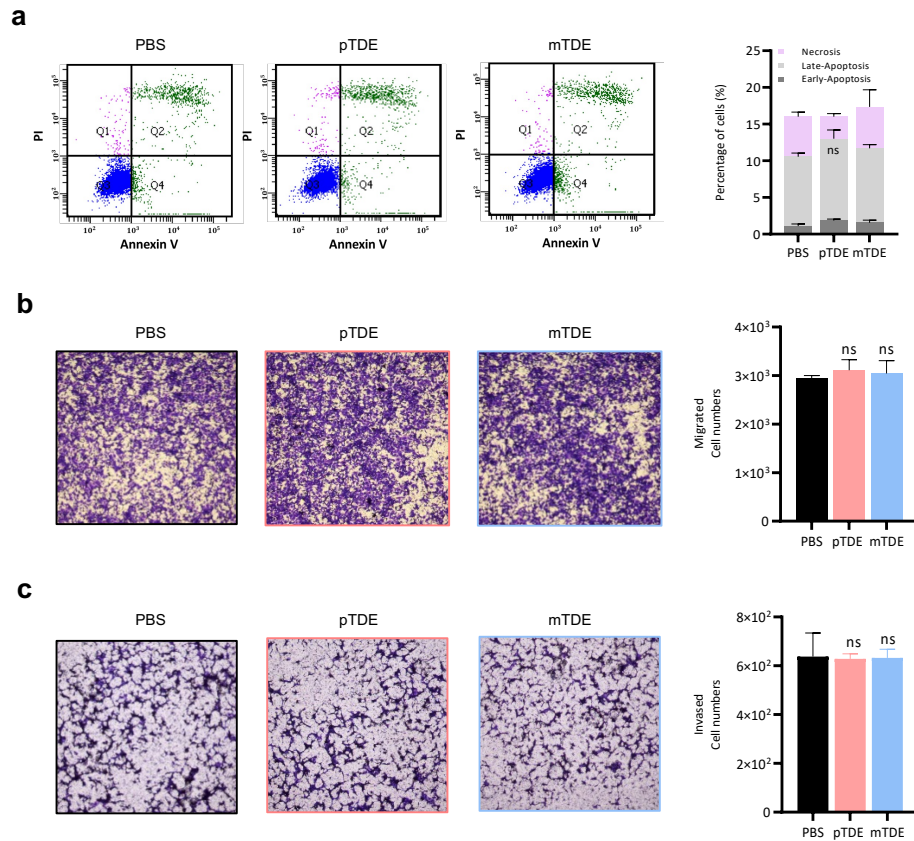

**Supplementary Figure 4. pTDEs are not related to apoptosis or cell mobility. (a)** EVs-treated cells were stained with Annexin V and PI to detect apoptosis. The upper left (necrosis), upper right (late apoptosis), and lower right (early apoptosis) were quantified by flow cytometry. **(b)** Trans-well migration assay with exosome-treated cells. Representative images of migrated cells were fixed and stained with crystal violet. The rate of migration was analyzed with ImageJ for quantification. There was no clear difference between groups. **(c)** Trans-well invasion assay in EVs-treated cells. Representative images of Matrigel-invaded cells were fixed and stained with crystal violet. The rate of invasion was analyzed with ImageJ for quantification. There was no clear difference between groups. All data are presented as the mean  $\pm$  SEM (n=3). Two-way ANOVA and Tukey' HSD test was used to compare groups ; \*\*P < 0.01, \*\*\* p < 0.001, and ns, not significant. Results are presented as mean  $\pm$  SD.

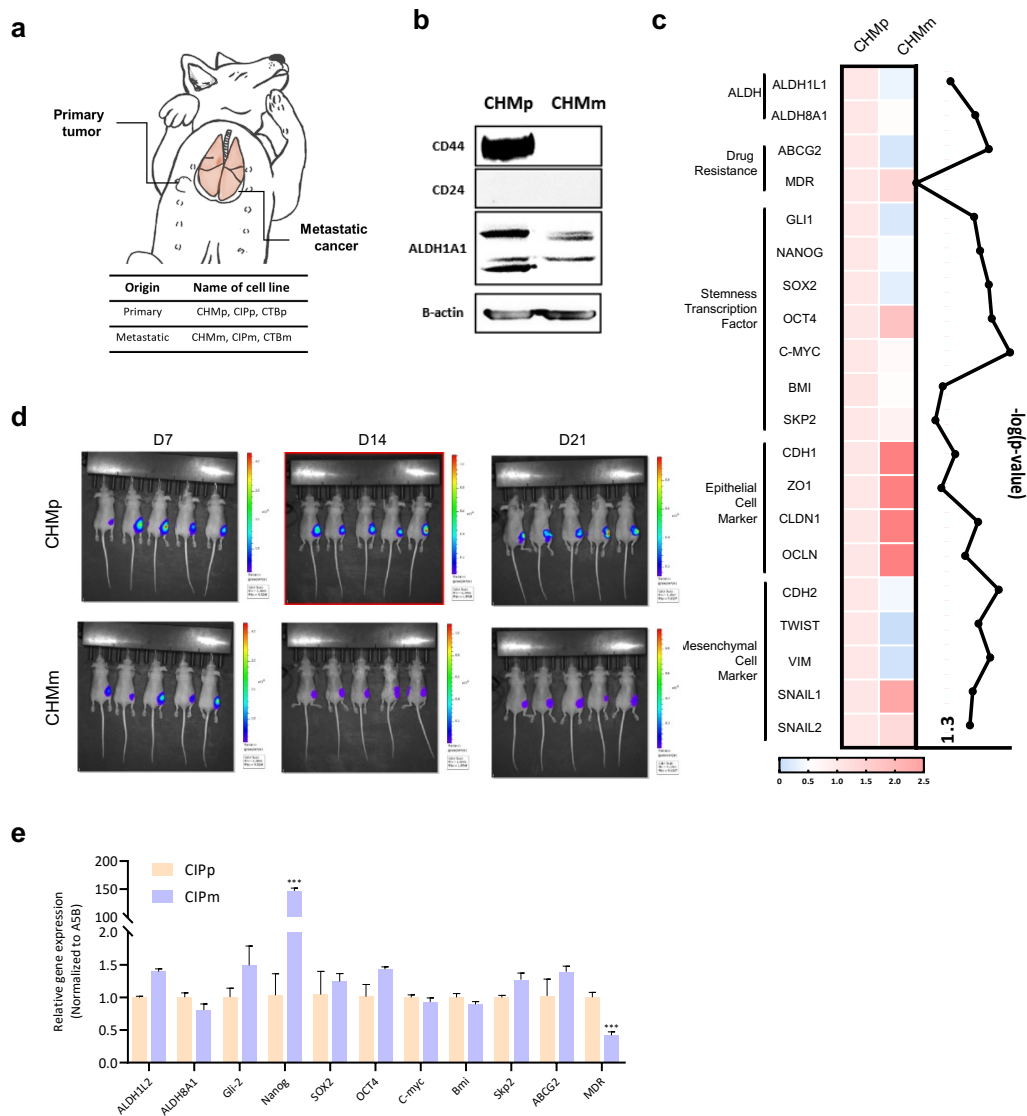

**Supplementary Figure 5. Primary tumor cell possesses more cancer stemness than metastases. (a)**

Graphical illustration of the primary tumor and metastases of canine mammary carcinoma. **(b)** Western blot for CD44, CD24, ALDH1A1, and b-Actin. CD44 and ALDH1A1 were significantly increased in CHMp cells. b-Actin was used as an internal control. **(c)** Relative mRNA expression of ALDH, drug resistance, stemness transcription factor, epithelial cell and mesenchymal cell markers were quantified by qRT-PCR for CHMp and CHMm cells. The results were analyzed using the  $2^{-\Delta\Delta CT}$  method using A5B as a reference gene. The color bar indicates fold changes compared to CHMp cells. Statistical significance between cells was assessed using Student's t test. The back line indicates  $-\log(p \text{ value})$ .

The red dotted line indicates  $p < 0.005$ . **(d)** Sequential bioluminescence images of the nude mice injected with CHMp and CHMm cells from day 7 to 21 using IVIS. **(e)** Gene expression of cancer stemness characteristics in CIPp and CIPm cells. ALDH (ALDH1L2 and ALDH8A1), stemness factors (Gli-2, Nanog, SOX2, OCT4, C-myc, and Bmi), and drug resistance (ABCG2 and MDR) genes were used for qRT-PCR. All data are presented as the mean  $\pm$  SEM (n=3). Student's t-test was used to analyze the data; The statistical analysis is presented. \*\*P < 0.01 and \*\*\*P < 0.001.

**a**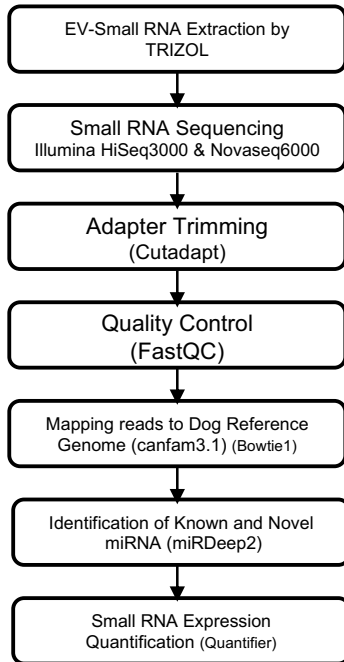**b**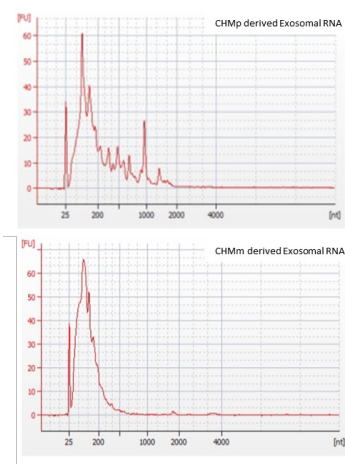**c**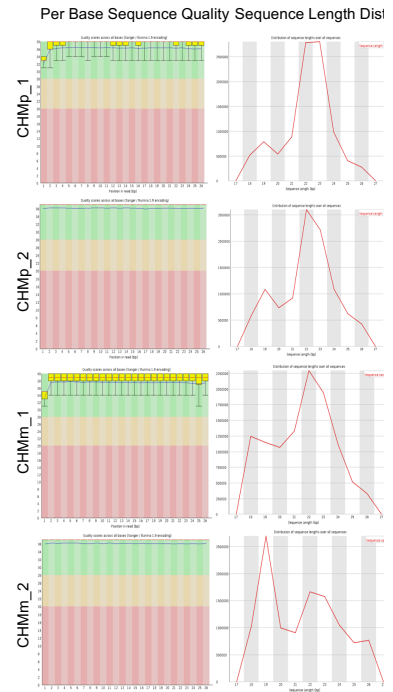**d**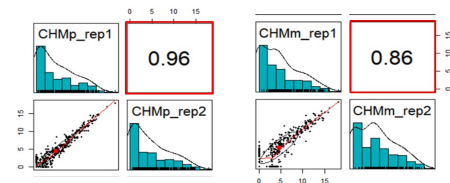**e**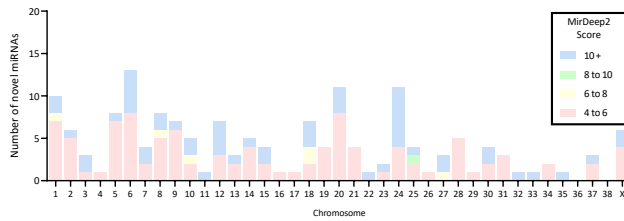**f**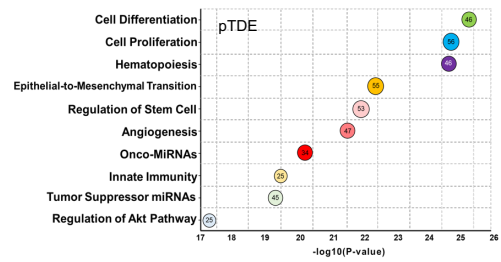**g**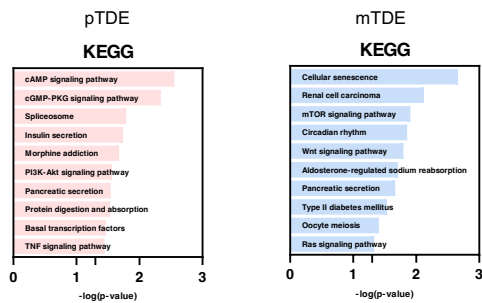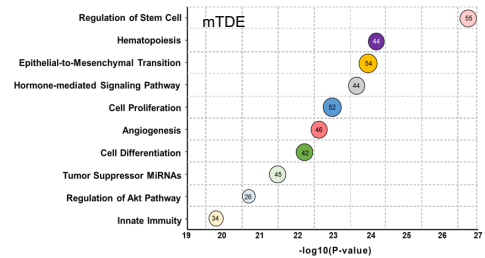

**Supplementary Figure 6. Small RNA sequencing of primary and metastasis-derived exosomes. (a)** Flow chart of the exosomal miRNA sequencing procedure. **(b)** Bioanalyzer electropherograms of isolated CHMp (top) and CHMm (bottom) exosomal miRNA. **(c)** Per base sequence quality (left) and sequence length distribution (right) from the EV miRNA sequencing dataset. Top two; CHMp replicates (n=2), Bottom two; CHMm replicates (n=2). **(d)** Pearson correlation between EV miRNA sequencing replicates. Left: CHMp replicates (n=2), Right: CHMm replicates (n=2). **(e)** Novel miRNAs identified by the miRDeep2 score were distributed across the canine chromosomes. **(f-g)** Small RNA expression profiling of pTDEs and mTDEs. **(f)** Comparison of miRNA expression between pTDEs and mTDEs. **(g)** Differential expression of miRNAs between pTDEs and mTDEs was functionally enriched by the TAM2.0 tool. The size of the bubble indicates the corresponding involved gene number. KEGG analysis of pTDE miRNAs (top) and mTDE miRNAs (bottom).

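The replicate correlation was computed across all 673 rows of the deposited table on log2(CPM + 1). Pearson's r was 0.973 between the pTDE replicates and 0.897 between the mTDE replicates, and miRNAs are not independent replicates, so no p-value is given. Between a pTDE and an mTDE library, r ranged from 0.889 to 0.905, so that the mTDE replicates were about as far from each other as from the pTDE libraries. Rows at 0 in all libraries, 212 of the 673, enter these values. With rows of identical values counted once, which also merges these rows at 0 into 1, r was 0.963 in pTDEs and 0.871 in mTDEs. Among rows with at least 10 reads in both replicates, the median absolute log2 difference between replicates was 0.64 in pTDEs (267 rows) and 0.88 in mTDEs (240 rows). Of the 165 predicted miRNAs, 163 have a miRDeep2 score in Supplementary Table 3, from 4 to 1000 with a median of 5.6. They lie on 38 chromosomes, X and the mitochondrial one included. Chromosome 6 holds the largest number, 13, followed by chromosomes 20 and 24 with 11 each. Single libraries had 79 and 76 predicted miRNAs above 0 in pTDE replicates 1 and 2 and 88 and 91 in mTDE replicates 1 and 2.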

**a**

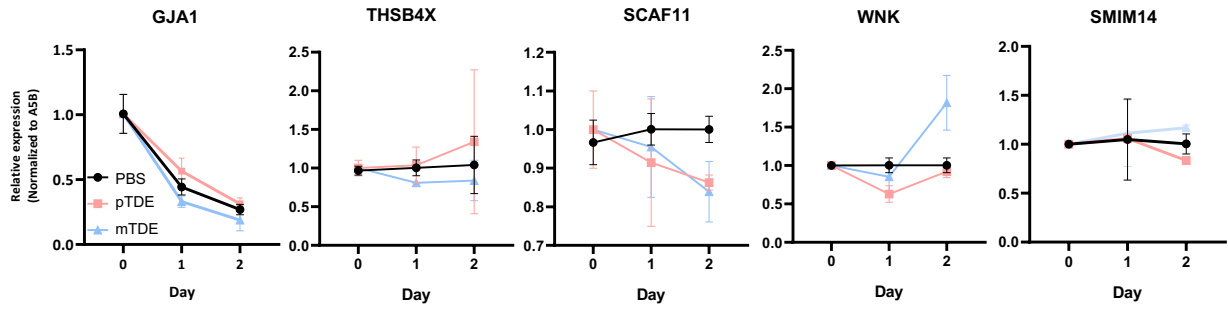

**Supplementary Figure 7. Expression profiles of miR-1 target genes. (a) Endogenous mRNA**

expression of miR-1 target genes in CHMm cells with EVs treatment. All data are presented as the mean  $\pm$  SEM (n=3). Unpaired Student's t test and two-way ANOVA were used to compare groups. \*\*P < 0.01 and \*\*\*P < 0.001. ns not significant.

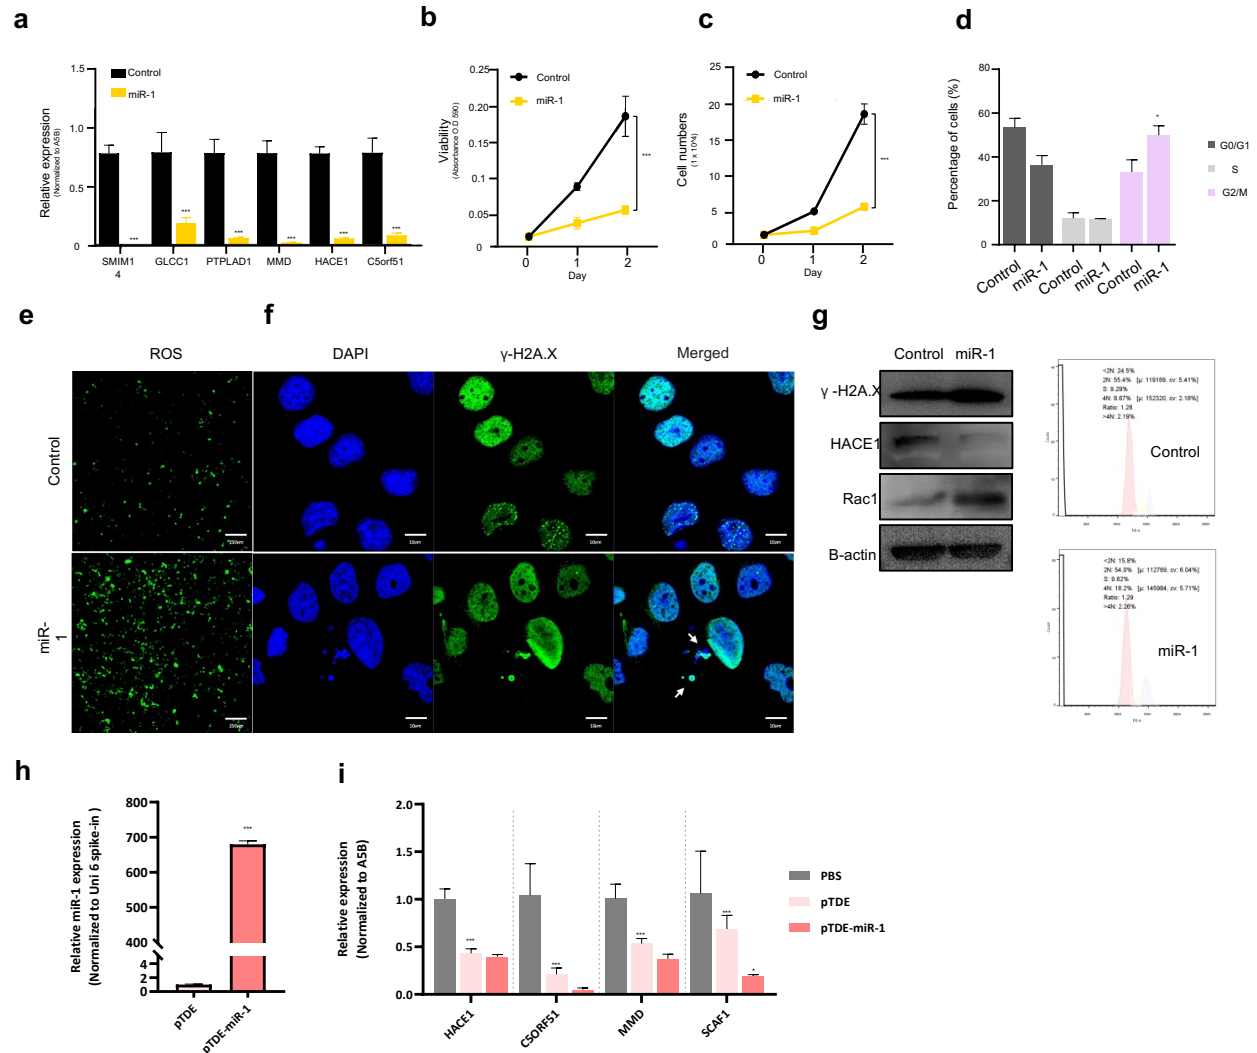

**Supplementary Figure 8. miR-1 transfection into CHMm cells and pTDEs. (a-d) miR-1**

overexpression in CHMm cells shows similar effects as pTDEs treatment. miR-1-transfected cells express lower levels of miR-1 target genes **(a)**, miR-1 decreased viability **(b)**, proliferation rate **(c)** and increased G2/M phase cell cycle arrest **(d)** in CHMm cells. **(Top)** Quantification of cell cycle states in CHMm cells treated with miR-1. **(Bottom)** Representative flow cytometry graph for each treated group. **(e)** Representative images showing cellular ROS levels. Brighter green fluorescence indicates high ROS. Scale bar, 250  $\mu$ m. **(f)** For measuring damaged DNA,  $\gamma$ -H2A.X (green) and DAPI (blue) stains were used. The white arrow indicates damaged DNA, which colocalized with  $\gamma$ -H2A.X and DAPI. Scale bar, 10  $\mu$ m. **(g)** Western blot for  $\gamma$ -H2A.X and miR-1 target genes. Downregulation of

HACE1 and upregulation of Rac1 were shown by Western blotting. **(h)** Increased miR-1 levels in pTDE-miR-1 compared to pTDEs. Uni 6 spike-in was used as the control. **(i)** Expression changes in the mRNA levels of potential miR-1 target genes. C5orf51, MMD and SCAF1 were decreased with pTDEmiR-1 treatment. Ct (cycle of threshold) values are normalized to A5B gene expression within the same cDNA concentration. Unpaired Student's t test was used to compare groups. (\* $p < 0.05$ , \*\*\* $p < 0.001$ ).

How the deposited data were processed for this re-analysis (not part of the article)

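Small RNA sequencing of EVs from the canine mammary carcinoma cell lines CHMp (pTDEs) and CHMm (mTDEs) was analysed, with 2 libraries per cell line. The samples were assigned to cell lines and replicates from their labels and the paper. Before depositing their table, the authors trimmed adapters and selected reads by length with cutadapt, merged the forward and reverse reads of each sample, predicted miRNAs with miRDeep2 on all samples together, kept predictions with a score of at least 4, and quantified known and predicted miRNAs with miRDeep2 on CanFam3.1. The versions of these tools are not given in the paper's text. The deposited per-library values are treated as a score: the paper describes them as CPM, but they are whole numbers whose low values are unevenly spaced. The deposited table also holds the authors' comparison of the cell lines, made with edgeR, as log2 fold changes and average log2 CPM, a likelihood ratio score, and p-values with their false discovery rate.

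CPM were recovered from the deposited score as 2^(value/s) - 1, with 1 constant s per library solved so that the converted library totals 1000000. The worth of 1 read was then found as the largest step of which the distinct values under 20 CPM are whole multiples within the rounding of the deposited whole numbers and of CPM with 2 decimals; 100% of these values were. The allowance for CPM with 2 decimals was added after the values were seen, because rounding of the whole numbers alone gave no step. Reads are CPM divided by the step, rounded. The reads per library were 6296386 and 5053607 in pTDEs and 3457028 and 2330271 in mTDEs. A miRNA listed at 0 lies under 3 reads, from 0.476 CPM in the deepest to 1.29 CPM in the shallowest library, and a fold against a cell line with both libraries at or under 3 reads is given as a lower bound against the mean of these limits. The most abundant miRNA, miR-21, took 22.5% to 37.8% of the CPM of a library.

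Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the conversion, and R 4.3.3 with limma 3.58.1 for the tests. limma was fitted to log2(CPM + 1) with eBayes and a mean-variance trend, on rows above 0 in both libraries of at least 1 cell line, with Benjamini-Hochberg adjustment over the 326 rows tested. With 2 libraries per group, the prior degrees of freedom were 2.4, so each test borrows much of its variance estimate from the other miRNAs. A miRNA counted as identified when it was above 0 in both libraries of a cell line. The miRNAs named in the text are those labeled in Fig. 4c or named in the paper's results, the 5 highest by mean CPM in each cell line, and, among those with an adjusted p-value under 0.05 and no overlap between the cell lines, the 5 largest log2 fold changes each way. cfa-mir-8803, cfa_novel_148, cfa-mir-224, cfa-mir-204 and the blood and muscle miRNAs fall outside this rule; cfa-mir-8803, cfa_novel_148, cfa-mir-224 and cfa-mir-204 were chosen after their values were seen.

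The conversion and the limma step were tested on 10 simulated data sets with the read numbers of these libraries. Both cell lines had 1 dispersion, 0.21, from replicate differences in 165 rows with many reads in all libraries. No miRNA listed at 0 in a library entered it, so the rates below do not cover the spread of such miRNAs. In the data, miR-1 was not called at a log2 fold change of 5.24 (limma adjusted p = 0.055). At least 99.4% of the resolvable read numbers were recovered in every library, with an error of the step of at most 0.029%. With 60 miRNAs of at most 1000 CPM changed by 4 on the log2 scale, limma called 99.2% of 600 changed miRNAs, and 4.34% of its 622 calls were false. When the changed miRNAs could be of any level, the scaling to a fixed total shifted the unchanged ones: 92.5% of 600 changed miRNAs were called and 40.2% of the 928 calls were false. Calls from values scaled to a fixed total can thus include miRNAs shifted by a few abundant ones.

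Alternatives set before the data were examined were other pseudocounts (0.1 and 5 CPM), other row filters, the deposited values taken as CPM, median-ratio size factors over the 231 miRNAs found in all libraries, eBayes without a trend, limma voom on the recovered reads, identical rows counted once (which also merges unrelated rows that coincide at low reads), known miRNAs only, a replicate block, thinning to the shallowest library with 200 draws, and leaving out each library in turn. For the replicate correlations, counting identical rows once also merges the 212 rows at 0 in all libraries. A Poisson likelihood ratio on log2(CPM + 1) was added after the values were seen. The error of a replicate correlation was its SD over bootstrap draws of miRNAs. Gene neighbors were taken from the RefSeq annotation of the UU_Cfam_GSD_1.0 assembly, in which 480 of the 508 known rows matched a gene by name; its coordinates are not printed because the authors used CanFam3.1. The functional annotation of miRNAs, the target prediction and the qPCR of Fig. 4 were not analysed here.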

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

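The tests of miR-205 were chosen after its values were seen. cfa-mir-205 was called by limma but is neither labeled in Fig. 4c nor named in the paper's text. It was at 5041 and 3273 CPM in mTDE replicates 1 and 2 and at 20.3 and 30.8 CPM in pTDE replicates 1 and 2, higher in both mTDE libraries than in both pTDE libraries, with a log2 fold change of -7.28 (standard error 0.53, limma adjusted p = 0.0096). Its log2 fold change stayed between -7.60 and -6.97 with each library left out in turn. In all 11 other fits set before the data were examined its adjusted p-value was under 0.05, from 0.0019 to 0.014, with log2 fold changes from -7.36 to -1.23. With the Poisson likelihood ratio on log2(CPM + 1), which was added after the values were seen, it was not called (log2 fold change -1.21, adjusted p = 0.26). In the authors' deposited table its log2 fold change is -1.21 and its false discovery rate 0.26. The scaling to a fixed library total does not account for the difference, since the log2 fold change was -7.05 with median-ratio size factors. A difference in read number does not account for it either: at the lower mTDE level, 16541 reads would be expected in the shallower pTDE library, far above the 156 recovered there. A difference between the cell lines stays open, as untested. An effect of the EV preparation or of the instrument was not tested; for the instrument this is because the paper's text does not give the instrument of each library.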

How the results depend on the processing

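Only the Poisson likelihood ratio on log2(CPM + 1) was chosen after the values were seen. miR-1 was higher in pTDEs under every alternative run, which its 0 in both mTDE libraries fixed in advance. Its log2 fold change of 5.24 had a limma adjusted p of 0.055; it passed 0.05 with a pseudocount of 0.1 CPM (8.52), the deposited values taken as CPM (11.32), median-ratio size factors (5.32), eBayes without a trend (5.24), limma voom (7.73), known miRNAs only (5.24) and the Poisson ratio (5.48), and stayed above 0.05 in the other 5 fits, with adjusted p-values from 7.9e-05 to 0.23 over the 11 planned fits. The log2 fold change ranged from 4.51 to 5.97 across the 4 fits that each left out 1 library. The pseudocount sets its size because miR-1 is listed at 0 in mTDEs. A pseudocount of 0.1 CPM is less than 1 read in every library. The deposited values, which have the form of log values, are logged again when taken as CPM. Both settings enlarge a difference from 0.

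The number of pTDE-enriched miRNAs at an adjusted p-value under 0.05 was 0 (33 at an unadjusted p-value under 0.05), and 0 with 5 alternatives, but 28 with a pseudocount of 0.1 CPM, 39 with the deposited values taken as CPM, 5 with median-ratio size factors, 4 without a trend, 5 with voom, 4 with known miRNAs only (fewer tests) and 5 with the Poisson ratio. The number of mTDE-enriched miRNAs was 6, and 11 with a pseudocount of 0.1 CPM, 11 with the deposited values taken as CPM and 11 with voom, and from 5 to 9 with the others. Of the 6, all were called in 8 of the 11 planned fits, and 5 with a pseudocount of 5 CPM, with all rows above 0 in any library and with the replicate block. Median-ratio scaling moved the median log2 fold change of the tested miRNAs by 0.25, from -0.03 to 0.22, and the calls from 0 higher and 6 lower in pTDEs to 5 higher and 9 lower.

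At the criteria of Fig. 4c, 33 rows were enriched in pTDEs. The number was 12 with a pseudocount of 5 CPM and 13 with all rows above 0 in any library. It was 9 with a mean of at least 10 CPM and 24 with identical rows counted once. The 30 enriched in mTDEs became 11 with the deposited values taken as CPM, 18 with known miRNAs only and 78 with the Poisson ratio. Calls were not made with a library left out, because 1 library would remain in a group. Apart from the filters, which change the rows tested, the cause was not tested.

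The 250 miRNAs identified in mTDEs became 388 when 1 library was enough; the other numbers of identified miRNAs stayed within 1.5 times of 307 and 250, from 342 to 347 in pTDEs and from 306 to 332 in mTDEs with 1 library left out. The rank of miR-1 of 164 ranged from 153 to 187 with 1 library left out. The replicate correlation of 0.973 in pTDEs was 0.9704 on CPM without a log, 0.949 with a pseudocount of 0.1 CPM, 0.965 over rows above 0 in both libraries, 0.961 over rows with a mean of at least 10 CPM and 0.963 with identical rows counted once. That of 0.897 in mTDEs was 0.9747, 0.835, 0.917, 0.882 and 0.871 in the same order. On CPM without a log the mTDE value was the higher of both.

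The replicates share only a number, since nothing in the paper pairs them. The deviations of same-numbered libraries correlated at 0.15 across miRNAs. With the replicate number as a block, the numbers of enriched miRNAs were 0 in pTDEs and 7 in mTDEs, or 27 and 31 at the criteria of Fig. 4c, and the adjusted p-value of miR-1 was 0.081 at a log2 fold change of 5.24. The block cannot be applied to numbers of identified miRNAs, ranks or correlations.

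Of 319 values of the 28 other named miRNAs under alternatives with a test, 256 kept their direction and side of the threshold, 55 passed it newly and 4 lost it (cfa-mir-141 with the 3 alternatives that kept 5 calls, and cfa-mir-205 with the Poisson ratio). The direction changed for cfa-mir-30d and cfa-mir-92a-1, neither of which was called: 0.054 and 0.059 with the deposited values taken as CPM and 0.056 and 0.062 with the Poisson ratio, against -0.66 and -0.58. All 112 values with 1 library left out kept their direction. This could not fail for a miRNA listed at 0 in both libraries of 1 cell line or without overlap between the cell lines. Depth limits a miRNA listed at 0 to a bound of 3 reads.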

Differences from the paper's values

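Replicate correlations differed from Supplementary Fig. 6d. The value in pTDEs was 0.973 against the paper's about 0.96 in Supplementary Fig. 6d, read by eye, and the value in mTDEs was 0.897 against the paper's about 0.86 in Supplementary Fig. 6d, read by eye. Of the alternatives set before the data were examined, rows with identical values counted once came near both values, with 0.963 and 0.871. This setting also merges the 212 rows at 0 in all libraries into 1, so the lower r need not be due to copies of miRNAs. In pTDEs, rows above 0 in both libraries (0.965) and rows with a mean of at least 10 CPM (0.961) were also near. These gave 0.917 and 0.882 in mTDEs. CPM without a log gave 0.9704 and 0.9747, and a pseudocount of 0.1 CPM gave 0.949 and 0.835. The deposited values as they are gave 0.973 and 0.897.

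The paper states that miR-1 had the highest expression among the miRNAs of pTDEs, and cites the volcano plot of Fig. 4c. In the authors' deposited table, miR-1 has rank 1 by log2 fold change and by p-value among miRNAs higher in pTDEs. The level is another measure than those of that plot. By mean CPM miR-1 ranked 164 of 307 rows, and rank 164 with the deposited values taken as CPM. Among miRNAs higher in pTDEs, miR-1 had the largest log2 fold change, 5.24, in the main fit. It was also the largest in 10 of 11 other fits to all libraries, and ranked 5 with a pseudocount of 5 CPM. The rank was not computed with a library left out, and it would not hold without mTDE replicate 2. cfa-mir-133a, like miR-1, was listed at 0 in mTDE replicate 1 and was higher in pTDEs, at 168 and 346 CPM. miR-1 also had the highest mean CPM, 41.7, among the 25 distinct miRNAs at or under 3 reads in both mTDE libraries and above it in both pTDE libraries.

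Fig. 4c labels cfa_novel_35 as enriched in pTDEs; its log2 fold change was 2.34 (limma adjusted p = 0.26) and its unadjusted p-value was above 0.05. It passed the criteria of Fig. 4c with a pseudocount of 0.1 CPM, the deposited values taken as CPM, median-ratio size factors, limma voom and the replicate block, and with the Poisson likelihood ratio, chosen after seeing the values. In the authors' deposited table, miR-1 has a false discovery rate of 0.0097, against a limma adjusted p of 0.055 here. miR-1 was under 0.05 with a pseudocount of 0.1 CPM, the deposited values taken as CPM, median-ratio size factors, eBayes without a trend, limma voom and known miRNAs only, and with the Poisson likelihood ratio on log2(CPM + 1), which was chosen after seeing the values and gave 0.0097. cfa-mir-889, cfa-mir-455, cfa_novel_141, cfa-mir-95 and cfa-mir-147 are also under 0.05 in the authors' deposited table by false discovery rate and were above it here. cfa-mir-889, cfa-mir-455 and cfa-mir-147 passed with the same settings as miR-1. cfa_novel_141 passed with a pseudocount of 0.1 CPM, the deposited values taken as CPM, median-ratio size factors and limma voom. cfa-mir-95 passed with a pseudocount of 5 CPM, rows with a mean of at least 10 CPM, median-ratio size factors, eBayes without a trend, limma voom, known miRNAs only and the replicate block. All 5 also passed with the Poisson likelihood ratio, chosen after seeing the values.

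The log2 fold changes of Supplementary Table 2 are on another scale than those given here. For miR-200c the paper's value is -1.86 and the value on log2(CPM + 1) is -10.46; computed with the log2(CPM + 1) values in place of counts, with their sums as library sizes and a small prior count, it is -1.86. For miR-1 the paper's value is 5.48, and the values are 5.24 and 5.48 in the same order.

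Supplementary Table 2 lists 1 mTDE miRNA fewer than the 250 rows above 0 in both mTDE libraries. The row not in the list is cfa-mir-8803, with 0 and 7.32 CPM in pTDEs and 11.0 and 12.0 CPM in mTDEs. The methods give a top miRDeep2 score that is exceeded in Supplementary Table 3, where the highest score of a predicted miRNA is 1000.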

Other observations

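All tests in this part were chosen after the result was seen, apart from those of the reverse-complement pairs, of thinning, and of the blood miRNAs. The level of miR-133a had been seen before the test of the muscle miRNAs was written.

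The deposited values may be log2(CPM + 1) rescaled to a fixed library total. After the conversion with a constant set by the total alone, 100% of the low values were within 0.1 step of a whole multiple in every library, and a constant changed by 1.5% gave no step. The likelihood ratios of the authors' deposited table may have been computed on these log values in place of counts. A Poisson likelihood ratio on log2(CPM + 1), with the sums of log values as library sizes, differed from the deposited ratio by at most 0.0057 over the 673 rows. Computed on recovered reads, the ratio of miR-1 was 410 against 15.4 in the authors' deposited table, which argues against reads as the input. On the log values, a miRNA found in both cell lines has a small fold change: cfa-mir-205 has -1.21 in the authors' deposited table and -7.28 on the log2(CPM + 1) scale. The authors' deposited table has 5 miRNAs higher and 7 lower in pTDEs at a false discovery rate under 0.05. No biological explanation applies to these patterns of the table.

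Both reads of a fragment may have been counted. Of the recovered read numbers up to 100, 66.0% to 82.1% were even in the 4 libraries, with a lowest 95% Wilson bound of 57.9%, where 50% would be expected of single reads. The median ratio of recovered reads to the mature read numbers that miRDeep2 gives in Supplementary Table 3 was 2 over 163 predicted miRNAs, and 128 of them lay between 1.8 and 2.2, with 8 above 3. Reverse reads may also have been merged without being turned: 8 of 8 pairs of predicted miRNAs whose sequences are exact reverse complements had the same value in every library, against 0.32% of 10000 random pairs. Both members of such a pair are counted as separate predicted miRNAs. If fragments were counted in this way, the number of independent fragments is lower than the number of reads, and a miRNA listed at 0 is limited to 6 reads in place of 3, which lowers the bound of miR-1 from 38.7-fold to 19.3-fold and the other bounds by the same factor. No biological explanation was tested.

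More miRNAs were identified in pTDEs than in mTDEs, by 57 rows. With a minimum of 10 CPM in both libraries the numbers were 205 in pTDEs and 206 in mTDEs. The difference therefore lay in rows under 10 CPM in at least 1 library. More reads in the pTDE libraries do not account for the 57 rows if reads are taken as independent. With every library thinned to the read number of the shallowest, the median difference over 200 draws was 51. It ranged from 47 to 54 in the central 95% of draws. The draws took single reads, and draws of whole fragments were not run. Less overlap between the mTDE replicates does not account for the known miRNAs: with 1 library sufficient, their difference was 36, against 39 in both libraries. For predicted miRNAs it is a candidate explanation, since their difference of 18 became -42. The lower correlation of the mTDE replicates was not a matter of depth in these draws of single reads. The thinned correlation was 0.972 for the pTDE replicates and 0.897 for the mTDE replicates. Whether the mTDE replicates differ in preparation or instrument was not tested, and a difference between the cell lines stays open, as untested.

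miR-1 was listed at 0 in both mTDE libraries. Fewer reads there do not account for it, since 50.7 reads would be expected in the shallower mTDE library at the lower pTDE level. RNA of blood or serum in the pTDE preparations was tested with 5 blood miRNAs, 4 of which were found. Their median log2 fold change was -1.66, 3 of the 4 were lower in both pTDE libraries, and none was higher in both. For these 4, this argues against more blood or serum RNA in the pTDE than in the mTDE preparations. The cell lines overlapped for cfa-mir-451, at 123 and 465 CPM in pTDEs and 138 and 1423 CPM in mTDEs. cfa-mir-122 was at 158 and 98.5 CPM in pTDEs and 364 and 570 CPM in mTDEs, and cfa-mir-486-3p at 110 and 349 CPM in pTDEs and 486 and 1397 CPM in mTDEs. RNA of muscle cannot be told apart from expression by the cells: of 6 muscle miRNAs, 4 were found and only 3 were above 3 reads in both libraries of a cell line, with a median log2 fold change of 0.47 over the 4, whose members went both ways. The rule first written would have read this as evidence against muscle RNA, because only 1 member was higher in both pTDE libraries. A requirement of 4 members above 3 reads was added after the levels were seen, and the list of 3 then decides nothing. cfa-mir-133a, the annotated neighbor of cfa-mir-1-2, was at 168 and 346 CPM in pTDEs, listed at 0 in mTDE replicate 1 and at 111 CPM in mTDE replicate 2. A difference between the cell lines stays open here, since the sequencing did not test it apart from the preparations. By qPCR, the paper reports that miR-1 differed between CHMp and CHMm cells as it did between their RNase-treated EVs (Fig. 4e). That qPCR was not analysed here.

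Neighboring miRNA genes may change together because they share a transcript. Rows with identical values entered as 1 miRNA. Over 60 pairs of neighbors with different miRNA numbers within 10 kb on UU_Cfam_GSD_1.0, the median difference in log2 fold change was 0.77, against 1.34 when fold changes were permuted among miRNAs of similar level (permutation test, 1-sided p = 0.0012, 100000 permutations). Both members of a pair moved in the same direction in 70.0% of pairs. With each pair of miRNA numbers entered once, the median difference over 52 pairs was 0.78, against 1.41 when permuted (permutation test, 1-sided p = 0.00093). Related miRNAs with different numbers, such as cfa-mir-200a and cfa-mir-429, were kept.

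cfa_novel_148, with the sequence cucccucugcuucacuuga and a precursor on chromosome 19 of CanFam3.1 from 27195691 to 27195746 on the minus strand, was at 4396 and 1223 CPM in pTDEs and 21749 and 10786 CPM in mTDEs, rank 10 in mTDE replicate 1 and rank 20 in mTDE replicate 2. It had 134182 recovered reads over the 4 libraries and 55 mature reads in the miRDeep2 list, a ratio of 2440. Counting both reads of a fragment would give a ratio of 2 and does not account for it. The 1 other listed precursor that holds the sequence with at most 2 mismatches has 70 reads, too few to account for it. The origin of these reads was not found, and no biological explanation was tested.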
